# Small Molecule RBI2 Disrupts Ribosome Biogenesis through Pre-rRNA Depletion

**DOI:** 10.3390/cancers15133303

**Published:** 2023-06-23

**Authors:** Catherine E. Scull, Guy Twa, Yinfeng Zhang, Naiheng J. Yang, Robert N. Hunter, Corinne E. Augelli-Szafran, David A. Schneider

**Keywords:** ribosome synthesis, RNA polymerase, transcription, RNA decay

## Abstract

**Simple Summary:**

Ribosome biosynthesis has emerged as an excellent target for inhibition of cancer cell growth and proliferation. We used a high throughput screen to identify potent inhibitors of ribosome synthesis in malignant melanoma cells. Here, we show that the newly identified ribosome biogenesis inhibitor, RBI2, inhibits multiple cancer cell types by a mechanism of action that is distinct from previously described compounds. Using chromatin IP, isotopic labelling, and RNA sequencing, we conclude that treatment with RBI2 does not inhibit transcription initiation by RNA polymerase I, but appears to induce rapid polyadenylation and degradation of ribosomal RNA. This mechanism of action would be unique from previously described inhibitors of RNA polymerase I.

**Abstract:**

Cancer cells are especially sensitive to perturbations in ribosome biogenesis as they rely on finely tuned protein homeostasis to facilitate their rapid growth and proliferation. While ribosome synthesis and cancer have a well-established relationship, ribosome biogenesis has only recently drawn interest as a cancer therapeutic target. In this study, we exploited the relationship between ribosome biogenesis and cancer cell proliferation by using a potent ribosome biogenesis inhibitor, RBI2 (Ribosome Biogenesis Inhibitor 2), to perturb cancer cell growth and viability. We demonstrate herein that RBI2 significantly decreases cell viability in malignant melanoma cells and breast cancer cell lines. Treatment with RBI2 dramatically and rapidly decreased ribosomal RNA (rRNA) synthesis, without affecting the occupancy of RNA polymerase I (Pol I) on the ribosomal DNA template. Next-generation RNA sequencing (RNA-seq) revealed that RBI2 and previously described ribosome biogenesis inhibitor CX-5461 induce distinct changes in the transcriptome. An investigation of the content of the pre-rRNAs through RT-qPCR revealed an increase in the polyadenylation of cellular rRNA after treatment with RBI2, constituting a known pathway by which rRNA degradation occurs. Northern blotting revealed that RBI2 does not appear to impair or alter rRNA processing. Collectively, these data suggest that RBI2 inhibits rRNA synthesis differently from other previously described ribosome biogenesis inhibitors, potentially acting through a novel pathway that upregulates the turnover of premature rRNAs.

## 1. Introduction

Interest in nucleolar variations in tumor cells has persisted for over a century [1]. In the early studies, one of the first identified features of cancer cells was an increase in size and/or number of nucleoli [1,2]. It was hypothesized that this observed increase in nucleolar size/number in cancer cells is elicited by the characteristic increase in demand for protein synthesis observed in the majority of cancer cells [1,3,4]. Ribosome biogenesis, the primary process that takes place in the nucleolus, is a highly complex, energy-intensive, multi-step pathway [5]. During phases of rapid growth, ribosome biogenesis is the most energetically costly process in the cell, demanding tight regulation of the process [6]. This tight regulation involves the monitoring of free ribosomal binding proteins and/or free rRNA. In instances where pre-rRNAs are dramatically limited, these imbalances can ultimately result in cell death via p53-mediated apoptosis [2].

The exploitation of cancer cells’ dependence on ribosome synthesis has emerged as an attractive target for cancer treatment in recent years [6,7,8,9]. There are currently small-molecule compounds in clinical (CX-5461) and pre-clinical (BMH-21) trials that target cancer cells’ sensitivity to ribosome biogenesis [7,10,11,12,13,14]. There have been additional alternative molecular targets characterized for CX-5461, possibly due to distinct cellular contexts [15], but it is notable that both CX-5461 and BHM-21 appear to inhibit the binding of Pol I to the rDNA. CX-5461 prevents Pol I transcription initiation, whereas BMH-21 acts via DNA intercalation into the rDNA and subsequent signaling for the degradation of Pol I’s largest subunit [7,12,14].

In a recent study, we identified a new class of ribosome biogenesis inhibitors (ribosome biogenesis inhibitors 1 and 2, or RBI1 and RBI2) through a series of high-throughput screens [16]. We further demonstrated that RBI2 inhibits colony formation in soft agar experiments and that RBI2 specifically inhibits the growth of cancer cells, but has no effect a non-cancerous, non-transformed control cell line (HUVEC cells). At least two pressing questions remain regarding the mechanism of cancer cell growth inhibition via RBI2: (1) how does RBI2 down-regulate ribosome biogenesis, and (2) is RBI2’s mechanism of action distinct from the previously described mechanisms of the inhibitors CX-5461 and BMH-21?

In this study, we demonstrate that RBI2 potently inhibits cancer cell viability and rRNA synthesis, while also demonstrating that it does not affect Pol I occupancy of the ribosomal DNA (rDNA). To gain insight into the global effects of RBI2 on mRNA expression, we conducted RNA-seq analyses in MDA-MB-231 cells after treatment with CX-5461 or RBI2 and analyzed the results as a function of time. RNA-seq analysis revealed that CX-5461 and RBI2 alter gene expression distinctly in MDA-MB-231 cells. Further, we observed an increase in polyadenylated rRNA after treatment with RBI2, which was not observed for the cells treated by CX-5461. Finally, we noted that RBI2 does not impact normal pre-rRNA processing pathways. Though the specific molecular target of RBI2 requires further investigation, it is clear that RBI2 induces the polyadenylation of rRNA and thus likely inhibits cancer cell growth via a mechanism distinct from that of CX-5461. The distinct nature of RBI2 activity suggests the compound may provide a novel avenue for ribosome biogenesis inhibition and thus merits further development as an inhibitor of cancer cell growth.

## 2. Materials and Methods

### 2.1. Standard Growth Curves and Cell Viability

Alamar blue standard curves and cell viability assays were created and performed, respectively, for the MDA-MB-231 and HCC1937 cell lines (purchased from ATCC) exactly as previously described for A375 cell lines [16]. Briefly, 5000 cells/well were resuspended in 1X DMEM with 10% FBS media (Thermo Fisher, Waltham, MA, USA) to a total volume of 90 µL in a 96-well plate and incubated overnight at 37 °C with 5% CO_2_. The following day, 10 µL of CX-5461, RBI2, or RBIX was added per well to a final concentration ranging from 10 nM to 10,000 nM. Cells were incubated at 37 °C with 5% CO_2_ for 72 h. Cell viability was measured using the Alamar Blue assay (Thermo Fisher, Waltham, MA, USA).

### 2.2. RT-qPCR

Two hundred thousand cells were treated with 5 µM of RBI2 or CX-5461 in a 6-well plate (Falcon cat# 353046) and analyzed as a function of time. CX-5461 is an established Pol I transcription inhibitor; thus, it served as a positive control. DMSO (vector) was included as a negative control. RNA was purified via TRIzol extraction (Life Technologies #10296028) followed by Purelink RNA mini Kit (Invitrogen cat# 12183018A). Purified RNA was reverse-transcribed using Superscript Reverse Transcription kit (Invitrogen cat# 18080093) and amplified with either random hexamers or Poly-dT oligonucleotide. For pre-rRNA level quantifications, 5′ETS was amplified to produce cDNA, which was quantified and normalized to GAPDH levels. Primer sequences are presented in Table 1.

### 2.3. Chromatin Immunoprecipitation (ChIP)

One million exponentially growing cells were inoculated into one 10 cm diameter petri dish. Cells were incubated at 37 °C with 5% CO_2_ overnight. Cells were treated with 1 µM or 5 µM of RBI2 or CX-5461 for 30 min or 2 h. Then, formaldehyde was directly added to the media to reach a final concentration of 1% and incubated at room temperature for 10 min. Glycine was added to a final concentration of 0.125 M, and cells were incubated at room temperature for 5 min to quench the cross-linking reaction. Media were removed from plates and cells were washed with equal volume of cold 1X PBS. A total of 5–8 mL of cold Farnham lysis buffer (5 mM PIPES pH 8.0, 85 mM KCl, 0.5% NP-40, and freshly added protease inhibitor) was added per plate. Cells were scraped and transferred into 15 mL conical tubes placed on ice. Crude nuclei were pelleted at 4 °C, snap-frozen in liquid nitrogen, and stored at −80 °C until use. The following steps pertaining to ChIP were performed as previously published [17], except that chromatin was sheared at 4 °C using a Bioruptor (Diagenode, Denville, NJ, USA) for 30 cycles of 30 s on and 30 s off per cycle. A total of 2 µg of anti-A194 antibody (Santa Cruz cat# 48385) was used to immunoprecipitate Pol I complexes from about 500 µg of total protein. Quantitative PCR was used to determine Pol I occupancy of the rDNA at the promoter, 5′ETS, 18S, 28S, and IGS. GAPDH locus was used as a negative control. Primer sequences are presented in Table 2. Significance was calculated using a t-test with an FDR (Q) of 1%.

### 2.4. RNA-Seq Assays

One million cells were incubated overnight and then treated with 5 µM of RBI2 or CX-5461 and analyzed as a function of time (10 min, 30 min, and 120 min). Two replicates were included for each time point. Another two samples were not treated and served as untreated controls. RNA was extracted with TRIzol followed by Purelink RNA mini kit. Integrity of RNA samples was assessed using an Agilent Bioanalyzer 2100. RNA-seq libraries were prepared using KAPA Stranded mRNA-Seq kit. Briefly, mature mRNA was isolated from total RNA, fragmented, and then reverse-transcribed into cDNA. Illumina Tru-seq adapters were ligated to the ends of the cDNA. The library was amplified, and 25 million reads per sample were sequenced using the Illumina Sequencing Platforms HiSeq2000 at the University of Alabama at Birmingham, AL.

To validate the compound’s effects on pre-rRNA observed through RT-qPCR, rRNA RNA-seq reads were first aligned to a complete human ribosomal RNA repeating unit (GenBank: U13369.1). Coverage of the ribosomal DNA and the 5′ ETS in each sample were compared in IGV (PMID: 21221095 [18]). This allowed for isolation of “contaminating” rDNA reads corresponding to the polyadenylated pre-RNA observed via RT-qPCR. 

Following alignment of ribosomal RNA reads, the remaining unaligned reads were mapped to GRCh38 transcripts using Salmon (PMID: 28263959 [19]). Gene-level summaries were prepared from these transcript quantifications using tximeta (PMID: 32097405 [20]) and imported into DeSeq2 for differential expression analysis. Experimental Samples were compared at each time point to the control samples. Volcano plots were generated using EnhancedVolcano [21]. Genes with a p-value below 0.05 and an LFC ≥ 1 or ≤−1 were considered significant and retained for use in Venn diagrams and volcano plots. Overrepresentation analysis (ORA) of biological process GO terms was then conducted using WebGestalt (source: https://doi.org/10.1093/nar/gkz401 (accessed on 6 February 2022)) with the default parameters, with differentially expressed gene lists and the human genome used as a reference set.

### 2.5. RNA Gel Electrophoresis, Visualization, and Northern Blotting

Two hundred thousand MDA-MB-231, A375, or HCC1937 cells in a total volume of 2 mL were inoculated into each well of a 6-well plate in phosphate-free RPMI-1640 medium and allowed to attach overnight. Cells were then harvested, and RNA was purified with TRIzol in combination with Purelink RNA mini kit. Isolated RNA was then run on a 1% formaldehyde/MOPS:agarose gel and transferred to a membrane for probing, as previously described [22]. Briefly, total RNA concentration for each time point was normalized to ~5 µg/lane and, subsequently, mixed in a 1:1 ratio with loading dye. The loading dye/RNA mix was heated to 95 °C for 5 min and then placed directly on ice for at least 5 min. The RNA was electrophoresed on a 1% formaldehyde/MOPS:agarose gel. Gels were imaged, washed four times for 5 min with deionized water, and then incubated in MOPS 1X buffer for 20 min. Subsequently, RNA was transferred from the gel to a GeneScreen membrane. Membranes were then probed with radiolabeled oligonucleotide P3 [23]. The primer sequence used for Northern blotting is listed in Table 3.

## 3. Results

### 3.1. RBI2 Inhibits Cancer Cell Growth Similarly to Positive Control CX-5461

Several labs have demonstrated that ribosome biogenesis inhibition effectively inhibits the growth of numerous cancer cell types [6,7,8,9,10,24,25,26,27]. Nascent ribosomal RNA (rRNA) synthesis using Pol I is an attractive target for ribosome biogenesis inhibition as it is the first and rate-limiting step in ribosome biogenesis. Previously, our lab identified a small-molecule ribosome biogenesis inhibitor, RBI2, through a series of high-throughput screens [16]. To examine whether RBI2 inhibits breast cancer cell growth and proliferation similarly to the previously published RBI2-mediated inhibition of A375 cell growth, Alamar blue cell viability assays were performed for both the MDA-MB-231 (Figure 1) and HCC1937 cell lines (Figure S1). Cells were treated with a series of concentrations of RBI2, the positive control CX-5461, and the negative control RBIX. The positive control, CX-5461, is a known inhibitor of rRNA synthesis that putatively functions by inhibiting the transcription initiation of Pol I [7,10]. The negative control, RBIX, is structurally similar to RBI2 but lacks inhibitory activity [16]. Indeed, the inhibition of MDA-MB-231 and HCC1937 cell growth was similar to that observed for A375 cells after treatment with RBI2 [16], demonstrating that RBI2 potently inhibits growth of multiple types of cancer cells in vitro. These observations contrasted with the findings from the Alamar blue experiments in the presence of RBIX, which did not alter cell viability (Figure 1).

### 3.2. Ribosome Biogenesis Inhibitor RBI2 Rapidly Decreases Pre-rRNA Levels in Cancer Cells

We previously demonstrated that RBI2 inhibited cell viability and decreased pre-rRNA levels in A375 cells, which are malignant melanoma cells [16]. In this study, we established time courses for the RBI2 treatment of MDA-MB-231 and HCC1937 cells and validated the RBI2 inhibition of pre-rRNA levels in breast cancer cell lines. A375 cells were included as a positive control. In order to measure changes in pre-mature rRNA over time, RT-qPCR measurements of the 5′ externally transcribed sequence (ETS) levels were taken for the A375, MDA-MB-231, and HCC1937 cells treated with RBI2 over a series of time points (Figure 2A–C). The 5′ETS region of the rRNA was used because it is rapidly processed and is thus a good indicator of pre-rRNA levels. We found that in all cell lines, treatment with RBI2 induced a rapid reduction in the abundance of pre-rRNA levels over time (Figure 2).

To further validate our RT-qPCR results, RNA isolated from cells was run on denaturing agarose gels and, subsequently, stained with ethidium bromide (Figure S2). There was a clear loss of the 45S/47S pre-rRNA signal over the length of the time-course, which is consistent with the decrease in 5′ETS observed in the RT-qPCR experiments. In contrast to the 45S/47S pre-rRNA, the 28S and 18S rRNAs are mature rRNAs and thus function as an indicator of the steady-state levels of cellular rRNAs. While we observed rapid inhibition of pre-rRNA abundance in all three cell types, there were no observed changes in the abundance of mature rRNAs. These data confirm that RBI2 effectively and rapidly decreases pre-rRNA levels compared to GAPDH levels over time and does so without inducing the turnover of mature rRNAs (Figure 2A–C). We noted a significant reduction in pre-rRNA after 20 min of treatment and the complete loss of the pre-rRNA signal after 60 min of treatment. The observed rapid decrease in the pre-rRNA signal supports the hypothesis that the effect of RBI2 on ribosome biogenesis may be direct.

### 3.3. RBI2 Does Not Alter Pol I Occupancy of the rDNA

After noting that pre-rRNA levels were altered, we were curious as to the stage at which the pre-rRNAs were lost. There are several possibilities: transcription initiation could be inhibited, the transcription elongation rate could be reduced, or pre-rRNA decay could be induced. Chromatin immunoprecipitation (ChIP) experiments were performed to test if RBI2 impacted Pol I transcription by probing the occupancy of the polymerase on the rDNA (Figure 3). In these experiments, cells were grown until reaching 75% confluence and then treated for 120 min with RBI2 (the time point at which rRNA levels were completely depleted in the RT-qPCR experiments). After 120 min of treatment, there were no substantial changes in polymerase occupancy observed in the rDNA in the MDA-MB-231, HCC1937, or A375 cell lines (Figure 3A–C, respectively), suggesting that either RBI2 does not directly influence Pol I transcription initiation on the rDNA or, if it does, it impacts the rates of all stages of Pol I transcription (initiation, elongation, and termination) equally.

We then carried out Pol I ChIP across a series of time points (0, 10, 40, 60, and 120 min) to ensure that there was no transient alteration in Pol I occupancy over time, which could have been missed in our initial ChIP experiments. We again saw no significant alterations in occupancy at the promoter or at the 18S region of the rDNA at any time point (Figure S3). These observations are strikingly different from those of previous studies incorporating the ribosome biogenesis inhibitors CX-5461 and BMH-21, which both dramatically reduce Pol I occupancy on the rDNA [7,11]. These data suggest that it is unlikely that RBI2 alters Pol I affinity to rDNA or the initiation of transcription and further demonstrate that RBI2 inhibits ribosome biogenesis via a mechanism distinct from CX-5461 and BMH-21.

### 3.4. RNA-Seq Analysis

The experimental approaches described above and previously [16] have elucidated the general mechanism by which RBI2 inhibits ribosome biogenesis. These data strongly indicate that RBI2 perturbs ribosome biogenesis in cells by decreasing pre-mature rRNA levels. However, it remained unclear whether rRNA was the sole target of RBI2 or if other genes’ expressions were also altered by RBI2. 

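RNA from MDA-MB-231 cells, an established human breast cancer cell line, was sequenced in 7 groups of 2 replicates. One group was the control, and the others were treated with 5 µM RBI2 or 5 µM CX-5461 for 10, 30 or 120 min. CX-5461 is an inhibitor of transcription by RNA polymerase I (Pol I). The paper's methods call the control cells untreated and its results call them DMSO-treated, and the same 2 control libraries entered every comparison with a control. Poly(A) RNA was made into stranded libraries. The authors aligned the reads to the human rDNA repeat, took the aligned reads out, and assigned the others to GRCh38 transcripts with Salmon. The deposited values are the reads that Salmon estimated for each transcript of each library, without normalization, and the TPM values made from them. Annotated genes of nuclear-encoded rRNA therefore hold at most 0.0003% of the reads of any library, and the levels of this rRNA cannot be read from these values. Between 14112299 and 24849354 reads per library were assigned, with a median of 16305236. The totals of the replicates were 16020768 and 14811266 in the control. With RBI2 they were 16412188 and 16198285 at 10 min, 21107808 and 14697988 at 30 min, and 16890323 and 14112299 at 120 min. With CX-5461 they were 18426950 and 17937467 at 10 min, 14892514 and 15582676 at 30 min, and 24849354 and 18078318 at 120 min. The transcripts were matched by identifier to GENCODE release 44, which placed 225662 of the 228754 transcripts in 60876 genes and left out between 1.03% and 1.13% of the reads of a library. The estimated reads were summed per gene and rounded, and 15426 genes had enough reads to be tested (edgeR's filterByExpr with a minimum count of 10). All 14 libraries were fitted in one model, so that the spread between replicates was pooled over the 7 groups, with a common coefficient of variation of 12.3%. A gene counted as changed when its Benjamini-Hochberg adjusted p from edgeR's quasi-likelihood test was under 0.05 and its absolute log2 fold change was at least 1. The limit on the fold change is the one in the paper's methods, which set it beside an unadjusted p, while the legend of Figure 4 sets the limit on the adjusted value. Expression is given in CPM after TMM scaling, as mean ± SD of 2 replicates. Salmon divides reads between transcripts that share sequence, so the values of genes that overlap on one strand are less certain. In simulated counts of the same depth with 200 changed genes, 194 (97%) were recovered in the comparison of RBI2 at 10 min with the control, with 3 false calls among 15180 genes tested. The simulated genes had a mean above 5 CPM and changed by more than the limit on the fold change. The simulation gave the control replicates no more spread than the model holds. Its share of recovered genes therefore says nothing of rarer genes or smaller changes, and may be too high for the real control. The real control replicates lay further apart than any treated pair, with 1412 genes over 2-fold apart against between 461 and 629. Mitochondrial genes took 20.6% of the reads of control replicate 2 and between 8.14% and 11.3% of those of every other library. Times are written here as the sample labels give them. With the threshold in the paper's methods, the labelled order of the times ranked 31 among the 36 possible orders by its distance from the numbers of genes in Figure 4, where rank 1 is the closest, so that each statement about a time holds for the label.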

To identify the effects of RBI2 on global gene expression, RNA-seq was used to compare differential gene expression pre- and post-treatment with either RBI2 or the positive control compound CX-5461. 

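In the libraries labelled 10 min, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 12 genes with RBI2 (9 higher, and 3 lower, which were IGHV3-15, SPRY1 and SOX9) and 253 genes with CX-5461 (116 higher and 137 lower). These are 0.0778% and 1.64% of the genes tested, and 0.0228% and 0.48% of the 52709 genes that the paper counts. With the label 30 min the shares of the 52709 genes were 0.0114% with RBI2 and 0% with CX-5461. With the label 120 min they were 0.531% and 0.0133%. At an unadjusted p under 0.05 with the same limit on the fold change, the shares with RBI2 were 0.567%, 0.647% and 1.07% for the labels 10, 30 and 120 min, and those with CX-5461 were 1.23%, 0.628% and 0.548%. DESeq2 called 37 and 261 genes for the label 10 min in place of 12 and 253. Of the alternatives, leaving out control replicate 1 gave the highest numbers, 724 genes with RBI2 and 1354 with CX-5461. Without control replicate 2, 154 genes were called with CX-5461. Leaving out RBI2 replicate 1 or replicate 2 of that label gave 7 genes each time, and leaving out CX-5461 replicate 1 or replicate 2 gave 129 and 140 genes. With only the 4 libraries of a comparison in the model, 0 genes were called with RBI2 and 3 with CX-5461 by edgeR, against 299 and 647 at an unadjusted p in the pooled model.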

Out of 52,709 human genes, fewer than 1% of genes were affected by RBI2 or CX-5461 treatment after 10 min of treatment (Figure 4). These data suggest that neither RBI2 nor CX-5461 acutely impair RNA polymerase II activity or mRNA turnover.

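The median log2 fold change against the control over the genes tested was 0.01, -0.01 and 0.01 with RBI2 and -0.04, -0.05 and 0.06 with CX-5461, for the labels 10, 30 and 120 min. The scaling sets the bulk of the genes to no change, so a change shared by all mRNAs would not be seen in these values. The reference gene GAPDH, on chromosome 12 of GRCh38 from 6534512 to 6538374, had 3143 ± 326 CPM (SD, n = 2) in the control. Its log2 fold change was 0.04, 0.05 and -0.01 with RBI2 and 0.12, 0.15 and -0.02 with CX-5461. After a correction for GC content and length, all 6 were negative, between -0.24 (RBI2, label 120 min) and -0.07 (CX-5461, label 10 min). The 79 genes of the cytosolic ribosomal proteins had median log2 fold changes of 0.04, -0.07 and 0.01 with RBI2 and 0.12, 0.18 and -0.04 with CX-5461. Their adjusted p from limma's fry test of the list was 0.829, 0.43 and 0.887 with RBI2 and 0.509, 0.313 and 0.613 with CX-5461, where the direction of the test for RBI2 labelled 120 min was downward although the median was above 0. With camera and a preset correlation between genes the adjusted p was 0.647, 0.00183 and 0.661 with RBI2 and 0.0126, 3.1e-06 and 1.3e-04 with CX-5461, and with an estimated correlation it was between 0.71 and 0.97 in all 6. After the correction for GC content and length, that of the fry test with RBI2 labelled 30 min was 0.0496. Without control replicate 1 the adjusted p of the list with CX-5461 labelled 30 min was 0.0331. Immediate early genes, whose mRNAs turn over quickly, were a further list fixed in advance, of which 18 genes were tested. In CX-5461 labelled 10 min, 13 of the 18 passed the threshold over all genes tested, 7 of them higher and 6 lower, and the same number, 13, adjusted over the list alone. The list's median was -0.04, its mean 0.01 and its direction in the fry test downward (adjusted p = 1.7e-05), so that the signs differ. MYC, on chromosome 8 from 127735434 to 127742951, had 33.6 ± 1.89 CPM (SD, n = 2) in CX-5461 labelled 10 min and 185 ± 10 in the control, a log2 fold change of -2.46 (standard error 0.08, adjusted p = 4.2e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KLF6, on chromosome 10 from 3775996 to 3785281, had a log2 fold change of -2.00 in the same comparison, JUN (chromosome 1, from 58776845 to 58784048) of -1.29, IER3 (chromosome 6, from 30743199 to 30744548) of -1.34 and FOSL1 (chromosome 11, from 65892049 to 65900573) of -1.15. The genes that rose were FOSB (chromosome 19, from 45467995 to 45475179) by 2.54, NR4A1 (chromosome 12, from 52022832 to 52059507) by 2.48, FOS (chromosome 14, from 75278826 to 75282230) by 2.08, EGR1 (chromosome 5, from 138465479 to 138469303) by 1.77, ATF3 (chromosome 1, from 212565334 to 212620777) by 1.66, JUNB (chromosome 19, from 12791486 to 12793315) by 1.08 and BTG2 (chromosome 1, from 203305491 to 203309602) by 1.04 on the log2 scale. The adjusted p of these 11 genes was between 1.4e-06 and 0.0089 from the same test. FOSL1, JUNB and BTG2 fell short of the threshold without control replicate 2, at log2 fold changes of -0.91, 0.78 and 0.96, JUNB also without CX-5461 replicate 1 or replicate 2 (adjusted p = 0.105 and 0.0573), and BTG2 without CX-5461 replicate 1 (log2 fold change 0.97). With the label 30 min the list's median was 0.03 (adjusted p of the fry test = 0.335), and with the label 120 min it was 0.00 with a mean of 0.13 and a downward test (adjusted p = 0.773, and 0.0362 after the correction for GC content and length). With the label 120 min FOS alone passed, at 1.10 (adjusted p = 0.026 from edgeR's quasi-likelihood test), and it kept its call only without control replicate 1 or CX-5461 labelled 30 min replicate 2, the adjusted p being between 0.0502 and 0.324 without any other library. FOS with CX-5461 labelled 120 min also lost its call with the replicate number as a block (adjusted p = 0.064 from edgeR's quasi-likelihood test). With an offset for the average transcript length its log2 fold change was 0.56 (adjusted p = 0.39 from the same test). It kept its call with DESeq2's size factors, without a filter and after the correction for GC content and length. With RBI2 the list's medians were 0.21, 0.11 and 0.22 for the 3 labels, with 11, 16 and 12 of the 18 genes higher (adjusted p of the fry test = 0.0080, 0.0069 and 0.021). With the correction for GC content and length the first was 0.131, and the other 2 reversed direction (0.779 and 0.0512). With camera they were 0.304, 0.304 and 0.71 with an estimated correlation, and the third was 0.342 with a preset one. Without control replicate 2 the adjusted p of the fry test was 0.16, 0.0866 and 0.251. Without RBI2 labelled 10 min replicate 1 the first was 0.102, without CX-5461 labelled 120 min replicate 2 it was 0.0523, and without RBI2 labelled 30 min replicate 1 the second was 0.097. The third stayed past the threshold without control replicate 1, CX-5461 labelled 30 min replicate 2, CX-5461 labelled 120 min replicate 1 or RBI2 labelled 30 min replicate 2, and was between 0.0513 and 0.251 without any other library.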

Volcano plots were generated to visualize the gene expression results (Figure 4A). 

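In the libraries labelled 10 min of RBI2, the largest rises that passed the threshold were those of SMAD7 and CSRNP1. SMAD7, on chromosome 18 of GRCh38 from 48919853 to 48950965, had 34.1 ± 2.09 CPM (SD, n = 2) with RBI2 and 9.1 ± 1.01 in the control, a log2 fold change of 1.90 (standard error 0.12, adjusted p = 9.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CSRNP1, on chromosome 3 from 39141855 to 39154562, had 40 ± 0.317 and 13.3 ± 4.57 CPM, a log2 fold change of 1.58 (adjusted p = 0.0063 from the same test). Its adjusted p was 0.0806 without RBI2 replicate 1 and 0.0932 without replicate 2. The largest falls were those of IGHV3-15, an immunoglobulin variable segment, and SPRY1. IGHV3-15 (chromosome 14, from 106153624 to 106154163) had 2.02 ± 0.111 and 16.5 ± 2.72 CPM, a log2 fold change of -3.03 (adjusted p = 2.5e-05 from edgeR's quasi-likelihood test). SPRY1 (chromosome 4, from 123396795 to 123403760) had a log2 fold change of -1.05 (adjusted p = 0.014 from edgeR's quasi-likelihood test), which was -0.85 without control replicate 2, and its adjusted p was 0.126 and 0.157 without RBI2 replicate 1 or replicate 2. In the libraries labelled 10 min of CX-5461, ID2, on chromosome 2 from 8678845 to 8684461, had 88.9 ± 4.7 CPM against 5.6 ± 0.444 in the control, a log2 fold change of 3.99 (standard error 0.12, adjusted p = 2.8e-08 from edgeR's quasi-likelihood test). MIR222HG, the host RNA of the microRNAs MIR221 and MIR222 (chromosome X, from 45745210 to 45770274), had 3.4 ± 0.307 and 28.8 ± 8.5 CPM, a log2 fold change of -3.08 (adjusted p = 9.9e-06 from edgeR's quasi-likelihood test). The gene with the largest rise, ENSG00000262526 (chromosome 17, from 7240427 to 7244635), had no reads in either control library and 23.1 ± 6.16 CPM with CX-5461, which is at least 219.9-fold higher, counting 3 reads over both control libraries. It overlaps CTDNEP1 and GABARAP on the same strand, so its reads are uncertain. ENSG00000125695 (chromosome 17, from 63702845 to 63752097), which overlaps CCDC47 and STRADA on the same strand and is uncertain in the same way, had no reads with CX-5461 and was at least 97.84-fold lower than in the control. Its adjusted p was 0.038 from edgeR's quasi-likelihood test, and 0.0693 without control replicate 2, 0.173 and 0.17 without CX-5461 replicate 1 or replicate 2, 0.0509 without RBI2 labelled 30 min replicate 2, and 0.0502 without RBI2 labelled 120 min replicate 2. CCN1, on chromosome 1 from 85580761 to 85584589, had 92.3 ± 2.42 CPM in CX-5461 labelled 10 min and 679 ± 8.29 in the control, a log2 fold change of -2.88 (adjusted p = 1.9e-09 from edgeR's quasi-likelihood test). For the labels 10, 30 and 120 min of CX-5461, the mean CPM of ID2 was 88.9, 6.57 and 17, that of CCN1 92.3, 688 and 519, and that of MYC 33.6, 158 and 124. With only the 4 libraries of a comparison in the model, ID2, CCN1 and MYC kept their calls for the label 10 min and the other genes named here did not.

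**Figure D1:**
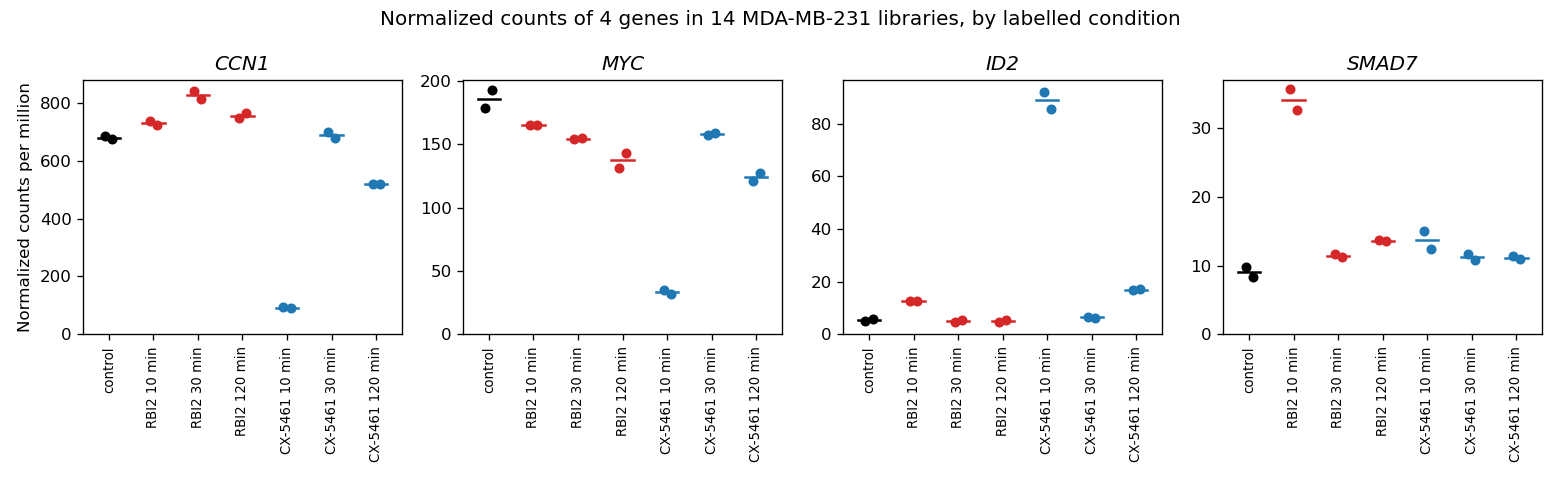
Expression of CCN1, MYC, ID2 and SMAD7 in CPM after TMM scaling (vertical axes, linear) in each of the 2 libraries of the control and of each labelled time of RBI2 and CX-5461 (horizontal axes), where points are libraries and lines are group means. ID2 lies at 88.9 CPM on average in CX-5461 labelled 10 min against 5.6 CPM in the control, and SMAD7 at 34.1 CPM in RBI2 labelled 10 min against 9.1 CPM.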

The volcano plots demonstrate that the MDA-MB-231 cellular transcriptome is altered within 10 min of exposure to both RBI2 and CX-5461. 

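In the libraries labelled 30 min, edgeR's quasi-likelihood test called 6 genes with RBI2 (4 higher and 2 lower) and 0 with CX-5461. At an unadjusted p these were 341 and 331, and DESeq2 called 28 and 16. In the libraries labelled 120 min, 280 genes were called with RBI2 (219 higher and 61 lower) and 7 with CX-5461 (4 higher and 3 lower), against 563 and 289 at an unadjusted p and 167 and 10 with DESeq2. By the number of genes that edgeR called by adjusted p, the order of the labels was 120, 10 and 30 min with RBI2 and 10, 120 and 30 min with CX-5461. At an unadjusted p it was 120, 30 and 10 min with RBI2 and 10, 30 and 120 min with CX-5461. With DESeq2 the order was 120, 10 and 30 min with RBI2 and 10, 30 and 120 min with CX-5461. Without control replicate 1 the numbers were 1071 and 1335 with RBI2 and 1143 and 611 with CX-5461 for the labels 30 and 120 min. The 6 genes of RBI2 labelled 30 min were 2 without control replicate 2, 0 and 3 without RBI2 replicate 1 and replicate 2 of that label, 3 without RBI2 labelled 10 min replicate 2 or RBI2 labelled 120 min replicate 1, and 1 without RBI2 labelled 120 min replicate 2 or without any one library of CX-5461 labelled 10 or 120 min. Those of RBI2 labelled 120 min were 164 without control replicate 2, and 24 and 46 without RBI2 replicate 1 and replicate 2. The 0 of CX-5461 labelled 30 min became 2 without its replicate 1. Those of CX-5461 labelled 120 min were 3 and 2 without its replicate 1 and replicate 2, and 4 without RBI2 labelled 10 min replicate 2. The genes with the largest rises in RBI2 labelled 30 min were FOXK1, on chromosome 7 from 4682295 to 4771442, and CASTOR2, on chromosome 7 from 74964705 to 75031528. FOXK1 had 146 ± 7.73 CPM (SD, n = 2) against 64.1 ± 2.87 in the control, a log2 fold change of 1.19 (adjusted p = 0.039 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It kept its call only without control replicate 1 or a library of RBI2 labelled 10 min, and overlaps ENSG00000287665 on the same strand. CASTOR2 had 18 ± 0.24 against 8.39 ± 0.793 CPM, a log2 fold change of 1.10 (adjusted p = 0.023 from the same test), and kept its call only without control replicate 1, RBI2 labelled 120 min replicate 1, or a library of CX-5461 labelled 30 min or RBI2 labelled 10 min. Without any other library the adjusted p was between 0.0579 and 0.303 for FOXK1 and between 0.0515 and 0.182 for CASTOR2. ENSG00000258964, a long noncoding RNA on chromosome 14 from 61734138 to 61776260, had no reads in RBI2 labelled 30 min and was at least 111.8-fold lower than in the control, where it had 9.18 ± 2.61 CPM (adjusted p = 0.0034 from edgeR's quasi-likelihood test, 0.0567 without RBI2 replicate 1). It overlaps HIF1A and SNAPC1 on the same strand. The pseudogene IKBKGP1 (chromosome X, from 154639978 to 154648275), which can take reads of its parent gene, was at least 99.39-fold lower (adjusted p = 0.026 from edgeR's quasi-likelihood test). It kept its call only without a control library or a library of CX-5461 labelled 30 min, and its adjusted p was between 0.0525 and 0.237 without any other. In RBI2 labelled 120 min, MSL3P1, a processed pseudogene (chromosome 2, from 233865437 to 233868444), had a log2 fold change of -1.64 (adjusted p = 0.021 from edgeR's quasi-likelihood test), and 0.0861, 0.0873 and 0.115 were its adjusted p without control replicate 2, RBI2 replicate 1 and RBI2 replicate 2. ASDURF (chromosome 2, from 189661452 to 189666437), which overlaps ASNSD1 on the same strand, had a log2 fold change of -4.07 (adjusted p = 0.035 from edgeR's quasi-likelihood test) that rests on its 17.9 CPM in control replicate 2, against 1.24 CPM in replicate 1. Without control replicate 2 its log2 fold change was -1.16 (adjusted p = 0.438), without RBI2 replicate 1 or replicate 2 the adjusted p was 0.2 and 0.133, and without a library labelled 10 min of either compound it was between 0.0536 and 0.0559. The RNA component RMRP (chromosome 9, from 35657754 to 35658017) had 1.18 and 8.91 CPM in the RBI2 replicates and a log2 fold change of 4.35 (adjusted p = 0.042 from edgeR's quasi-likelihood test). It kept its call only without control replicate 1 or a library of CX-5461 labelled 120 min or RBI2 labelled 10 min, and its adjusted p was between 0.0577 and 0.319 without any other. Its log2 fold change was 2.28 without RBI2 replicate 2, and 9.41 without control replicate 1, where the control left had no reads of it. ENSG00000262526 had no reads in the control and was at least 213.1-fold higher in RBI2 labelled 120 min and at least 240.9-fold higher in CX-5461 labelled 120 min, with the uncertainty of its overlap with CTDNEP1 and GABARAP. In CX-5461 labelled 120 min, ID2 had a log2 fold change of 1.61 (adjusted p = 6.0e-04 from edgeR's quasi-likelihood test). MIR222HG had one of -1.51 (adjusted p = 0.012 from edgeR's quasi-likelihood test), with an adjusted p of 0.0923 and 0.172 without CX-5461 replicate 1 and replicate 2. CLK1 (chromosome 2, from 200853009 to 200864691) had one of -1.04 (adjusted p = 0.0051 from edgeR's quasi-likelihood test), which was -0.93 without control replicate 2, and its adjusted p was 0.0649 and 0.0545 without CX-5461 replicate 1 and replicate 2.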

While RBI2 appears to induce a very slight increase and subsequent decrease (10 min: 418 genes, 30 min: 432 genes, and 120 min: 284 genes) in the number of genes with altered expression, CX-5461 appears to generate a slight decrease and a subsequent increase (10 min: 280 genes, 30 min: 221 genes, and 120 min: 498 genes) in the number of genes with altered expression over time (Figure 4A,B). We examined genes that were differentially expressed across all time points following the RBI2 treatment and found 84 overlapping genes (Figure S4). 

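No gene passed the threshold for all 3 labels of RBI2 with one direction by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the number was 5 with DESeq2 and 84 at an unadjusted p in edgeR. Of the 84 genes, 51 were higher and the others lower than in the control. All 3 comparisons share the 2 control libraries, so a chance value in a control library enters each of them. In 20 simulated sets of libraries in which neither compound had an effect, between 9 and 26 genes (mean 15.7) passed the unadjusted threshold for all 3 labels. When as many genes as were called here were taken from the top of each simulated comparison, between 53 and 75 (mean 63.5) were common to all 3. The simulation gave the control replicates no more spread than the model holds, while the real ones lay further apart, so its numbers may be too low. Of the 84 genes, 27 also passed the unadjusted threshold for all 3 labels of CX-5461 with the same direction, and by adjusted p the number was 0 in edgeR and 0 in DESeq2. In the simulated libraries this number was between 0 and 8 (mean 3.6), from shorter lists of genes, and between 13 and 24 (mean 17.7) when as many genes as were called here were taken from each comparison. In 26 of these 27 genes the value of control replicate 2 lay outside the range of the 12 treated libraries, and in 14 that of control replicate 1 did. Without control replicate 1, 461 genes passed by adjusted p for all 3 labels of RBI2 and 313 in all 6 comparisons. Without RBI2 labelled 10 min replicate 1, 1 gene passed for all 3 labels of RBI2.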

No obvious trend was evident in the differentially expressed genes between the two treatments, but the kinetics of the observed feedback responses to the treatment were notably different. 

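In the libraries labelled 10 min, 5 genes passed the threshold with both compounds by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all in one direction, out of 260 that passed with either (1.92%). These were ID2, CSRNP1 and HES1, which rose with both, and IGHV3-15 and SOX9, which fell. For the label 30 min the number was 0 of 6, and for the label 120 min 4 of 283 (1.41%), which were ENSG00000262526 and WDR4 (higher) and CLK1 and ENSG00000274422 (lower). At an unadjusted p, 110 of 836 genes (13.2%), 121 of 551 (22%) and 91 of 761 (12%) were shared for the labels 10, 30 and 120 min, of which 110, 120 and 89 changed in one direction. DESeq2 gave 17, 1 and 4 shared genes by adjusted p. The log2 fold changes of the 2 compounds were correlated across genes, with Pearson coefficients of 0.584, 0.665 and 0.463, where genes are not independent replicates. Both comparisons share the control libraries. In the simulated libraries without an effect the mean coefficients were 0.522, 0.522 and 0.525 (ranges 0.468 to 0.566, 0.462 to 0.586 and 0.462 to 0.581). The simulation gave the control replicates no more spread than the model holds, while the real ones lay further apart. The coefficients of 0.584 and 0.665, above these ranges, are therefore not evidence of a shared response. With as many top genes taken from each simulated comparison as were called here at an unadjusted p, the mean number shared was 119, 110 and 128 (104 to 136, 94 to 124 and 113 to 141). With as many as were called by adjusted p it was 4.75, 0 and 3.15. Of the alternatives, leaving out control replicate 1 gave the highest numbers of shared genes, 559, 764 and 444. Without control replicate 2 they were 8 for the label 10 min and 2 for the label 120 min. Without RBI2 labelled 10 min replicate 1 or replicate 2, the number for the label 10 min was 3. For the label 120 min it was 1 without CX-5461 replicate 1 or replicate 2 of that label, and 2 without RBI2 labelled 10 min replicate 2. From the small part of the changed transcripts that both treatments share, the paper draws an argument for the idea of different molecular targets.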

The transcripts that demonstrated significantly altered abundance had a relatively small overlap between CX-5461 and the RBI2 treatment (Figure 4B), supporting the idea that these two compounds have unique molecular targets. Principle component analysis further highlighted the differences between the CX-5461 and RBI2 treatments, where the largest difference observed occurred between CX-5461 and RBI2 replicates after 30 min of treatment (Figure 4C).

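Principal component analysis was run on the 4 treated libraries of each label, with log2 CPM (prior count 2) of the 500 most variable genes. The first component held 48.7%, 45.5% and 55.8% of the variance for the labels 10, 30 and 120 min, and the second 26.7%, 31.5% and 26.7%. The replicates of RBI2 and of CX-5461 lay on opposite sides of the first component for each label. The distance between the means of the compounds over all components was 37.8, 33.9 and 43.2 log2 units, with a spread within groups (SD) of 27.6, 27.4 and 27.6, so the label 120 min had the largest distance and the label 30 min the smallest. With 2 libraries against 2, a permutation of the compound labels cannot give a p under 0.05, and the separation was not tested in another way. The alternative that moved the share on the first component most was DESeq2's variance-stabilizing transformation for the label 10 min (74.5%), leaving out CX-5461 replicate 1 for 30 min (63.3%) and leaving out RBI2 replicate 1 for 120 min (68.6%). The transformation gave shares of 52.2% and 65% for the labels 30 and 120 min and distances of 9.69, 9.52 and 19.3, where the label 120 min is again the largest.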

We initially attempted to assess cellular responses to the RBI2 and CX-5461 treatments at each time point with respect to our DMSO control treatment; however, gene ontology assessment did not reveal significant changes in GO terms with respect to the control. Additionally, we did not find significantly enriched GO terms for the 84 genes differentially expressed across the time points following RBI2 treatment. Thus, to further explore the different cellular responses these two compounds illicit, we conducted differential expression analysis comparisons for the samples between treatment groups at each time point (Figure S5). 

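In the direct comparison of RBI2 with CX-5461, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 160 genes for the label 10 min (98 higher with RBI2 and 62 lower), 2 for the label 30 min (ENSG00000258964 and the histone gene H4C3, both lower) and 258 for the label 120 min (196 higher and 62 lower). DESeq2 called 153, 12 and 154 genes, and at an unadjusted p edgeR called 471, 223 and 566. With no limit on the fold change the numbers were 472, 2 and 2490. Without RBI2 labelled 120 min replicate 2, 5 genes were called for that label. Without its replicate 1 there were 19, without CX-5461 replicate 2 of that label 25, and without control replicate 1 or replicate 2, which enter only the pooled spread, 394 and 395. For the label 10 min there were 95 without RBI2 replicate 2, and 99 and 98 without CX-5461 replicate 1 and replicate 2. For the label 30 min there were 6 without either control library, 0 without RBI2 labelled 30 min replicate 1, and 1 without CX-5461 labelled 30 min replicate 2, CX-5461 labelled 120 min replicate 1 or replicate 2, or RBI2 labelled 120 min replicate 1. For the label 10 min, CCN1 had 729 ± 8.81 CPM (SD, n = 2) with RBI2, a log2 fold change against CX-5461 of 2.98 (standard error 0.06, adjusted p = 1.4e-09 from edgeR's quasi-likelihood test). PPP1R10, on chromosome 6 of GRCh38 from 30600413 to 30618612, had 127 ± 5.71 CPM with RBI2 and 19.7 ± 0.224 with CX-5461, a log2 fold change of 2.68 (adjusted p = 2.5e-07 from edgeR's quasi-likelihood test). NR4A2 (chromosome 2, from 156324437 to 156342348) had 1.32 ± 0.0272 and 12.6 ± 1.27 CPM, a log2 fold change of -3.25 (adjusted p = 0.001 from edgeR's quasi-likelihood test). ENSG00000262526, uncertain through its overlap with CTDNEP1 and GABARAP, had no reads with RBI2 and was at least 251-fold lower than with CX-5461. These 4 genes kept their calls without each of the 14 libraries. For the label 30 min, ENSG00000258964, which overlaps HIF1A and SNAPC1, was at least 101.1-fold lower with RBI2 (adjusted p = 0.0043 from edgeR's quasi-likelihood test, 0.0669 without RBI2 replicate 1). For the label 120 min, RPL3P4, a processed pseudogene of RPL3 (chromosome 14, from 98972879 to 98973301) that can take reads of its parent gene, had no reads with CX-5461 and was at least 454.6-fold higher with RBI2 (adjusted p = 0.013 from edgeR's quasi-likelihood test). Its adjusted p was 0.057 and 0.0838 without CX-5461 replicate 1 and replicate 2, and 0.0807 and 0.0677 without RBI2 replicate 1 and replicate 2. RMRP had a log2 fold change of 4.28 (adjusted p = 0.037 from edgeR's quasi-likelihood test), and kept its call only without a control library or a library of RBI2 labelled 10 min, its adjusted p being between 0.053 and 0.36 without any other. This log2 fold change was 2.21 without RBI2 replicate 2, and 9.35 without CX-5461 replicate 1, where the CX-5461 library left had no reads of it. ENSG00000285920 (chromosome 15, from 41284007 to 41380996), which overlaps NUSAP1 and OIP5-AS1 on the same strand, was at least 104.2-fold lower (adjusted p = 0.035 from edgeR's quasi-likelihood test). Its adjusted p was between 0.066 and 0.168 without any library labelled 120 min or a library of CX-5461 labelled 10 min. TMED7-TICAM2 (chromosome 5, from 115578642 to 115626161), which overlaps TMED7 and TICAM2 on the same strand, had a log2 fold change of -4.77 (adjusted p = 0.037 from edgeR's quasi-likelihood test), and its adjusted p was between 0.0538 and 0.184 without any library labelled 120 min or any library of RBI2 labelled 10 or 30 min. Without RBI2 replicate 1 its log2 fold change was -10.21, the RBI2 library left having no reads of it. Of the immediate early genes, 14 of 18 passed the threshold for the label 10 min, 8 higher and 6 lower with RBI2, and 14 adjusted over the list alone (median 0.27, adjusted p of limma's fry test = 1.0e-05). The cytosolic ribosomal proteins had medians of -0.06, -0.24 and 0.05 for the labels 10, 30 and 120 min, and none of the 79 was higher with RBI2 for the label 30 min (adjusted p of the fry test = 0.618, 0.0713 and 0.645). Without control replicate 1 or CX-5461 labelled 30 min replicate 1, the adjusted p for the label 30 min was 0.029 and 0.0346, and after the correction for GC content and length it was 0.0145. With camera and a preset correlation the adjusted p for the 3 labels was 0.0129, 4.2e-37 and 0.103, and with an estimated correlation 0.754, 0.304 and 0.854.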

At each time point, the replicates were clearly segregated by treatment type, with the greatest variance observed at thirty minutes post-treatment. The top 10 significant (FDR < 0.05) enriched GO terms for each time point and treatment group were reported (Figure S5). These enriched gene sets highlight RBI2’s nuanced activity, as GO terms associated with the negative regulation of RNA transcription, metabolism, and biosynthetic processes were consistently enriched over time for RBI2-treated cells after 10, 30, and 120 min of treatment. In contrast, the CX-5461-treated cells demonstrated an increase in enrichment in categories related to metabolic and biosynthetic processes after 10 min of treatment, cell stress and cell cycle regulation at 30 min of treatment, and RNA biosynthesis and transcription-related responses occurring after 120 min of treatment with CX-5461.

### 3.5. RBI2 Treatment Results in an Increase in the Poly-Adenylation of Pre-Mature rRNAs

Interestingly, RNA-seq alignment quality control analysis indicated that the RBI2-treated samples contained substantially more rRNA than the non-treated samples (Figure 5A). This was a surprising finding, as mRNA enrichment was executed using Poly-dT beads, which should result in rRNA depletion since rRNAs are not typically polyadenylated. Thus, as seen in the DMSO-treated negative control and the CX-5461-treated positive controls, the amount of rRNA recovered post-purification should have been minimal and consistent between treatments. Nonetheless, we observed reproducible rRNA recovery in the RBI2-treated cells at all time points (Figure 5A). Based on these observations, we hypothesized that RBI2 treatment might result in pre-rRNA polyadenylation.

To ensure that the observed increase in rRNA in our RNA-seq library post-polyA pulldown was not simply due to contamination from rRNAs during mRNA enrichment, the RBI2-treated samples were tested further for polyadenylation. RT-qPCR was performed on rRNA collected from the A375 and MDA-MB-231 cell lines using a Poly-dT oligo for reverse transcription instead of random hexamer primers. This strategy resulted in the reverse transcription of rRNAs only in cases wherein the rRNA was poly-adenylated. qPCR was then executed using oligonucleotides specific for the 5′ETS region of the rRNA (probing pre-rRNA levels). In both the A375 and MDA-MB-231 cells, a rapid increase in the polyadenylation of pre-rRNA at the 10 min time point was observed, followed by the decay of the pre-rRNA signal (which is consistent with the observed decrease in pre-rRNA; Figure 2 and Figure S6A,B).

Deeper probing of the sequence alignments for poly-A containing rRNAs revealed that robust polyadenylation occurs across the rDNA at all treatment time points for RBI2, especially when compared to untreated and CX-5461-treated cells (Figure 5B,C). In the context of previous published literature, these data support a model in which depletion of the pre-rRNA is mediated by poly-A signaling dependent pre-rRNA turnover [2]. This turnover could potentially be accomplished through the TRAMP-nuclear exosome pathway, which has been demonstrated to degrade poly-adenylated pre-rRNA in response to transcriptional stress [22,28]. These observations lead to the hypothesis that the mechanism by which RBI2 inhibits pre-rRNA levels is through polyadenylation and the subsequent TRAMP–exosome-mediated degradation of the pre-rRNA.

### 3.6. RBI2 Treatment Does Not Result in Altered rRNA-Processing Pathways

As there was no observed impact on Pol I occupancy or clear impairment of RNA synthesis upstream of RNA processing, we questioned whether RBI2 instead inhibits or alters the downstream processing of pre-rRNAs. Previous reports have suggested that the altered processing of rRNA can result in TRAMP-mediated degradation of rRNA and decreased cell growth [22,29]. To determine whether RBI2 treatment influenced rRNA processing events, we executed Northern blotting analysis of the pre-rRNA isolated from the A375, MDA-MB-231, and HCC 1937 cells treated with RBI2 over different time periods (Figure 6 and Figure S7). If one or more steps in pre-rRNA processing is impaired, one would expect the reassortment of rRNA precursor abundance in response to the RBI2 treatment. Although a significant decrease in pre-rRNA abundance was observed over time (as expected according to our RT-qPCR experiments shown in Figure 2), a gradual decline in all rRNA precursors was observed, suggesting that it is unlikely that RBI2 generates “roadblocks” to downstream processing events. Furthermore, we did not observe switching of the cleavage sites to any of the known alternative cleavage pathways that have been demonstrated to result in the downregulation of ribosome biogenesis [2,22,29,30]. These data suggest that RBI2 does not impact the rRNA-processing pathway but instead induces the polyadenylation-mediated degradation of pre-rRNAs through an alternative mechanism. In the future, more exhaustive characterizations of the acute effects of RBI2 are required to isolate the exact molecular target with which the compound specifically decreases rRNA abundance.

## 4. Discussion

### 4.1. RBI2 Mediates Ribosome Biogenesis Inhibition by Decreasing Pre-rRNA Levels

The data presented herein clearly demonstrate that RBI2 treatment results in a decrease in pre-rRNA levels in mammalian cell cultures. As previously described, RNA turnover is required to maintain cellular homeostasis in response to environmental stress [2,22,29]. In mammalian cells, the half-life of mature rRNA is as long as several days [31,32]; however, in this study, we observed that RBI2 treatments as short as 10 min resulted in a significant increase in polyadenylated rRNA and a subsequent decrease in overall pre-rRNA (Figure 2 and Figure 5). These findings suggest that RBI2 abruptly triggers the turnover of newly synthesized rRNA, which likely occurs through the polyadenylation of the pre-rRNA. Overall, this rRNA depletion leads to the loss of cell viability in cancer cells but does not significantly impact the growth and viability of non-cancerous control cells [16]. Presumably, normal cells retain the regulatory capacity necessary to overcome the induction of rRNA decay.

### 4.2. Mechanistic Differences between the Current Small Molecules in Cancer Therapeutics

The effects of CX-5461 and RBI2 on cancer cells display some similarities. Only a small percentage of genes are affected by both treatments, and both result in rapid decreases in pre-rRNA levels, collectively suggesting that their effects are likely specific to ribosome biogenesis. Despite these similarities, RNA-seq analysis of the specific cohorts of genes whose expressions were altered by the two compounds suggested that the effects of RBI2 and CX-5461 on Pol I transcription and global gene expression appear to be mechanistically different.

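With the 12 treated libraries and the labelled time as an additive term, 149 of 15442 genes differed between RBI2 and CX-5461 over all times by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 134 higher and 15 lower with RBI2. DESeq2 called 159 genes, 130 of them among the 149. Among 100 splits of the 12 libraries into groups of 6, out of 462 possible, the real one included and the others drawn at random, the largest number of genes in any other split was 1 and the median was 0. These other splits mix the compounds and part the replicates of a group. In simulated counts with 200 changed genes, edgeR recovered 197 (98.5%) in this comparison, with 1 false call among 15145 genes tested. These genes had a mean above 5 CPM and changed by more than the limit on the fold change. The number of genes moved most with no limit on the fold change, to 1353. It was 72 without CX-5461 labelled 120 min replicate 1, 73 without RBI2 labelled 10 min replicate 2, and 88 and 97 without RBI2 labelled 120 min replicate 1 and replicate 2.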

The currently characterized ribosome biogenesis inhibitors, such as CX-5461 and BMH-21, have demonstrated the ability to effectively inhibit ribosome biogenesis through the disruption of Pol I transcription [12]. The mechanisms by which these compounds affect Pol I transcription are distinct. CX-5461 disrupts the assembly of Pol I transcription initiation complexes by interfering with the interaction of core factor SL1 with the rDNA promoter. The inhibition of Pol I transcription by CX-5461 induces anticancer effects in mice by inducing different pathways such as p53-dependent apoptosis, p53-independent senescence and autophagy, and ATM/ATR checkpoint pathways [7,9,10]. BMH-21 intercalates into GC-rich rDNA and inhibits cancer cell growth by triggering the proteasome-dependent degradation of A194 subunit, which is the largest subunit of human Pol I [12].

The findings detailed in this study suggest that RBI2 functions through a mechanism that is distinct from those of previously discovered ribosome biogenesis inhibitors. The initial evidence showing that RBI2 does not alter the Pol I occupancy of the rDNA was the first clue that RBI2 decreases cancer cell viability through a unique mechanism (Figure 3). This hypothesis was further supported by the differences elicited by RBI2 and CX-5461 in the cellular transcriptome of the MDA-MB-231 cells (Figure 4). Finally, it appears that RBI2 treatment results in an increase in polyadenylation of rRNA, which was not induced by CX-5461 (Figure 5). Though the exact mechanism of inhibition through RBI2 remains somewhat unclear, our findings indicate that RBI2 does not seem to affect the transcription initiation or elongation steps for Pol I but likely inhibits cancer proliferation by specifically upregulated rRNA turnover.

### 4.3. Potential Direct Mechanisms of RBI2-Mediated Inhibition of Cancer Cell Proliferation

In yeast it has been well established that transcription elongation via Pol I is coupled with rRNA processing [2,22,29,33]. The RBI2-treated cells contained at least 10-fold higher amounts of poly-A rRNA than the DMSO-treated control cells and the CX-5461-treated cells (Figure 5). This finding implies that such a high “background”, even after poly-dT oligo purification, is due to an increase in polyadenylated rRNA. Indeed, rRNA polyadenylation has been reported in eukaryotes such as yeast, *Candida albicans*, and mammalian cells [22,34,35]. In yeast, rRNA polyadenylation occurs in intermediate rRNA species as a consequence of impaired rRNA processing due to disrupted elongation [22]. Although mRNA is stabilized by poly(A)-tails, rRNA polyadenylation induces rRNA degradation in eukaryotes.

In yeast cells, the deletion of *RRP6*, a nuclear exosome subunit responsible for degrading aberrant RNAs, causes a dramatic accumulation of polyadenylated rRNAs [22,35]. The Trf4p/Air2p/Mtr4p complex of proteins (the TRAMP complex) acts as the nuclear surveillance complex that introduces short poly-A tails to rRNA (and other RNA), and this modification is required for the degradation of the target RNA by stimulating exosome activity [22,36].

In this study, one question remains unanswered: how does RBI2 elicit the polyadenylation of pre-rRNA? The two simplest hypotheses that may explain this observation are as follows: (1) RBI2 could induce changes in Pol I transcription, thereby eliciting the polyadenylation and degradation of pre-rRNA, or (2) RBI2 could directly activate TRAMP–exosome activity in a nucleolar-specific manner.

In support of the first model, previous studies have clearly demonstrated that alterations in the Pol I elongation rate can mediate the upregulation of pre-rRNA polyadenylation and the subsequent activation of the TRAMP–exosome pathway [22,28]. In one study, a “slow-down” point mutation in Pol I dramatically reduced the transcription elongation rate and resulted in the alternative processing and degradation of pre-rRNAs [22]. In this study, both the lack of effect of RBI2 on Pol I occupancy (Figure 3) and the lack of alternatively spliced pre-rRNAs (Figure 6) provide evidence against this model. While it is unlikely, it is certainly still possible that Pol I’s elongation rate could be altered in the RBI2-treated cells without an alteration in Pol I occupancy. For instance, if RBI2 inhibited both Pol I initiation and Pol I elongation within the same order of magnitude, one would observe no change in overall Pol I occupancy. Consistent with the model that RBI2 does not directly affect transcription elongation by Pol I, we observed no effect of the compound in fully reconstituted in vitro transcription assays (using purified proteins from *Saccharomyces cerevisiae*).

It seems more likely that the second model is true, that is, rRNA decay is directly induced without altering transcription elongation, but it is not clear how the nucleolar-specific induction of TRAMP or the exosome would be achieved. All previous TRAMP–exosome complex studies have demonstrated some manner of transcriptional stress (through changes in elongation rate, the topological stress of DNA, or through an increase in R-looping in the rDNA [22,28,30]), which subsequently signals for TRAMP recruitment. It should be noted that in these studies, alterations in Pol I occupancy on the rDNA were evident [22,28]. We did not observe direct evidence for any of these mechanisms. An additional possibility is that RBI2 treatment results in an increase in the overall abundance of the TRAMP–exosome complex. However, if this were the case, one would imagine greater changes in global transcription than those we observed in our RBI2-treatment RNA-seq experiments (Figure 4). It is also possible that RBI2 induces signaling regarding an increase in recruitment of the TRAMP complex to the nucleolus. 

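The levels of the mRNAs for the TRAMP complex and the exosome were measured as a list of 18 genes fixed in advance. The list includes DIS3L and the core exosome genes, which are not confined to the nuclear exosome. Levels of mRNA do not measure the abundance of the proteins or the recruitment of the complex. The list's median log2 fold changes with RBI2 were -0.09, -0.12 and -0.17 for the labels 10, 30 and 120 min, with 7, 7 and 6 of the 18 genes higher than in the control. The adjusted p from limma's fry test was 0.03, 0.0047 and 0.0011, and with camera, another test of a list, it was 0.27, 0.122 and 0.0579 with a preset correlation between genes and 0.481, 0.318 and 0.304 with an estimated one. After the correction for GC content and length the adjusted p of fry was 0.191 and 0.173 for the labels 10 and 30 min, and for the label 10 min it was 0.147 without RBI2 replicate 1. With CX-5461 the medians were -0.10, -0.10 and 0.02 (adjusted p of fry = 0.012, 0.021 and 0.239, the last with a downward test although the median was above 0). The first 2 were 0.731 and 0.945 after the correction for GC content and length, 0.466 and 0.439 with camera and a preset correlation, and 0.71 each with an estimated one. By fry, the first was 0.0955 without CX-5461 labelled 10 min replicate 2. The second was past the threshold only without control replicate 1, CX-5461 labelled 120 min replicate 1 or replicate 2 of RBI2 labelled 10, 30 or 120 min, and between 0.058 and 0.374 without any other library. The third fell to between 0.0222 and 0.0359 without either library of CX-5461 labelled 10 min, replicate 1 of CX-5461 labelled 30 min or replicate 1 of RBI2 labelled 10, 30 or 120 min. In the direct comparison of RBI2 with CX-5461 the medians were -0.03, -0.07 and -0.10 (adjusted p of fry = 0.509, 0.109 and 0.0019), the first with an upward test although the median was below 0. The third was 0.272 after the correction for GC content and length, and 0.25 and 0.463 with camera and a preset or an estimated correlation. By fry, the second fell to between 0.0274 and 0.0473 without either control library, CX-5461 labelled 30 min replicate 1, CX-5461 labelled 120 min replicate 2, RBI2 labelled 30 min replicate 2, or replicate 1 of RBI2 labelled 10 or 120 min. With DESeq2's size factors the adjusted p was 0.0144 in the direct comparison labelled 30 min and 0.0164 with CX-5461 labelled 120 min. The largest absolute log2 fold change of any gene of the list in these 9 comparisons was that of DIS3 in RBI2 labelled 120 min, which fell by 0.70, so that none reached the limit on the fold change in edgeR, over all genes tested or adjusted over the list alone.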

To the best of our knowledge, this type of mechanism has not been described in any other studies. It is equally possible that an alternative RNA decay pathway is induced, exclusive of TRAMP/exosome function. For example, two of the downregulated mRNAs in all the RBI2-treated timepoints encode PABC1 and ATXN2, which are known to bind to RNA and influence its metabolism. However, the mechanism by which they could selectively influence rRNA degradation has not been revealed.

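The gene that the paper writes as PABC1 is listed as PABPC1, on chromosome 8 of GRCh38 from 100685816 to 100722809, and ATXN2 lies on chromosome 12 from 111443485 to 111599676. PABPC1 had 1347 ± 40.1, 1248 ± 26.3 and 1350 ± 103 CPM (SD, n = 2) with RBI2 for the labels 10, 30 and 120 min, and 1515 and 2333 CPM in the 2 control libraries. Its log2 fold change was -0.52, -0.63 and -0.51 (adjusted p = 0.238, 0.106 and 0.042 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its unadjusted p from that model was 0.0063, 0.0019 and 0.0065. With CX-5461 it was -0.33, -0.45 and -0.32. ATXN2 had 57.4 ± 0.0117, 60.4 ± 1.49 and 70.6 ± 3.42 CPM with RBI2, and 61.9 and 120 CPM in the control libraries. Its log2 fold change was -0.66, -0.59 and -0.36 with RBI2 (adjusted p = 0.291, 0.15 and 0.268 from edgeR's quasi-likelihood test) and -0.75, -0.73 and -0.48 with CX-5461. Neither gene reached the limit on the fold change in these comparisons, and neither differed between RBI2 and CX-5461 (adjusted p between 0.42 and 0.973 from edgeR's quasi-likelihood test over both genes and the 3 labels). The falls are as large as they are through control replicate 2. Without it the log2 fold changes with RBI2 were -0.19, -0.29 and -0.17 for PABPC1 and -0.13, -0.04 and 0.18 for ATXN2, a change of direction for the label 120 min. Without control replicate 1 they were -0.80, -0.91 and -0.80 for PABPC1 and -1.07 and -0.78 for ATXN2 for the labels 10 and 120 min, and ATXN2 then passed the threshold for the labels 10 and 30 min. With an offset for the average transcript length they were -1.02, -1.22 and -1.18 for PABPC1 and -1.10, -1.10 and -1.10 for ATXN2, with adjusted p between 0.117 and 0.33 from edgeR's quasi-likelihood test.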

## 5. Conclusions

In the future, additional studies probing the TRAMP complex’s direct interactions with the nucleolus and pre-rRNAs in the context of ribosome biogenesis inhibition will result in a deeper understanding of this phenomenon. While the exact molecular target of RBI2 remains unclear, it is clear that RBI2 induces polyadenylation and the subsequent loss of pre-rRNA in cancer cells. This increase in rRNA polyadenylation is concurrent with a decrease in cancer cell viability, a response which was not elicited in non-transformed cells [16]. Future studies will reveal the mechanisms by which selective rRNA decay may be exploited for therapeutic benefit in cancer.

## Figures and Tables

**Figure 1:**
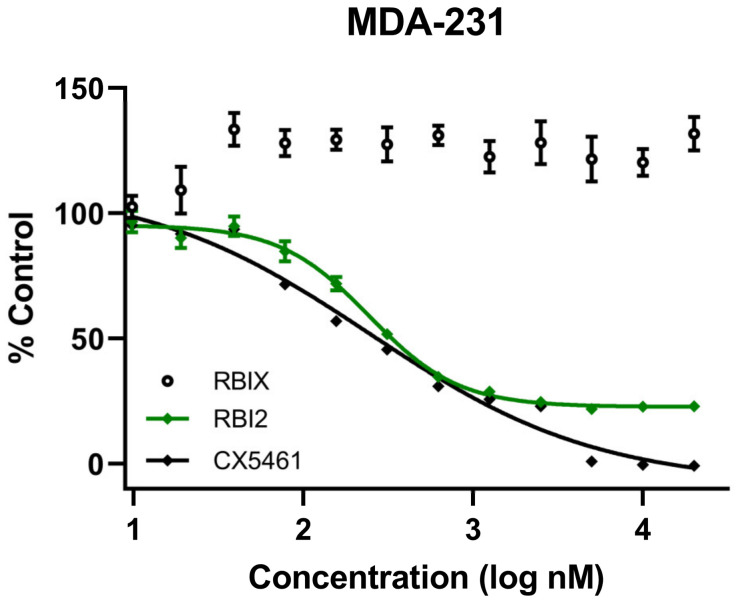
MDA-MB-231 cell viability was measured via Alamar blue assay after treatment with ribosome biogenesis inhibitor RBI2, RBIX, or CX-5461. For all treatments, cell viability at each concentration was calculated by normalizing fluorescent absorbance measurements to untreated control cells as previously described [16]. Data were plotted in GraphPad Prism. n = 3 for all treatments and error bars represent standard deviation with respect to the mean.

**Figure 2:**
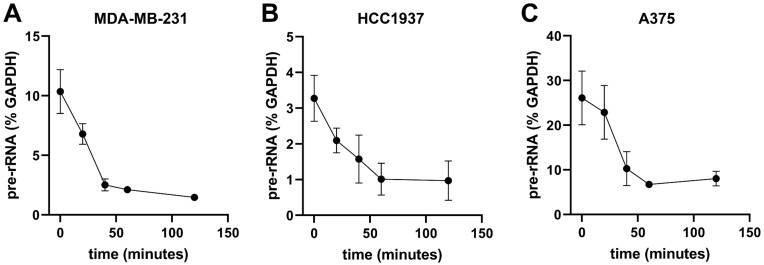
Pre-rRNA levels rapidly decreasing in cancer cell lines after treatment with RBI2. RT-qPCR was carried out in (**A**) MDA-MB-231, (**B**) HCC1937, and (**C**) A375 cancer cell lines to probe their sensitivity to treatment with RBI2. IC90 concentrations, as determined by cell growth, were used for all treatments. Lines represent linear data interpolation. n = 3 for all cell lines, and error bars represent standard deviation with respect to the mean.

**Figure 3:**
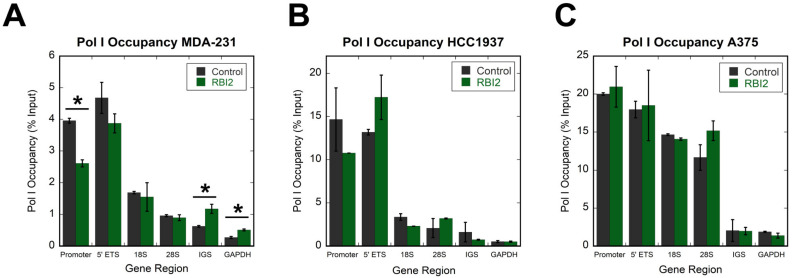
Pol I occupancy is unaltered in cancer cell lines after RBI2 treatment. (**A**) MDA-MB-231, (**B**) HCC1937, and (**C**) A375 cell lines were tested with respect to Pol I occupancy over the different regions of the rDNA after 120 min of treatment with DMSO (control, grey bars) or [IC90] RBI2 (green bars). GAPDH was used as a negative control, as Pol I does not transcribe mRNA coding genes. n = 3; error bars represent standard deviation for the mean. Statistically significant differences (*p* < 0.05) are noted with and asterisk (*). All differences between the treated and untreated samples were insignificant, with the exception of a small decrease in the promoter region in MDA-MB-231 cells.

**Figure 4:**
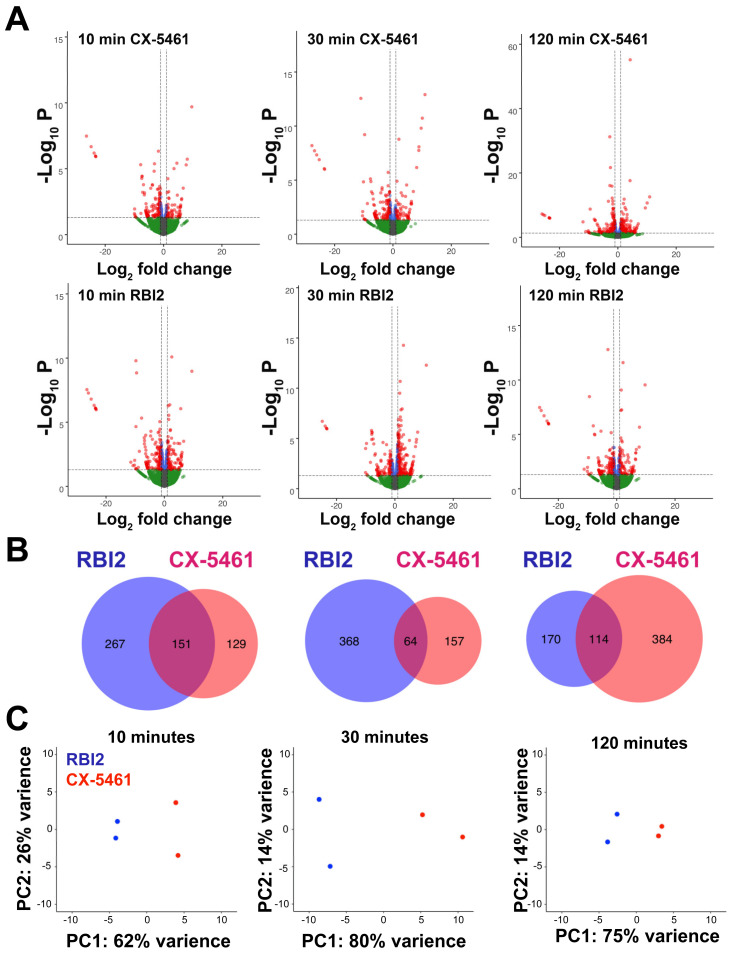
MDA-MB-231 cells respond distinctly to RBI2 and CX-5461 treatments. RNA sequencing was carried out after 10, 30, and 120 min for RBI2- and CX-5461-treated cells at a concentration of 5 µM for each compound. (**A**) Volcano plots of differential gene expression at each time point were produced for both CX-5461 (top) and RBI2 (bottom). For both CX-5461 and RBI2 treatment time-courses, n = 2. For red genes, q < 0.05 and log2 fold-change ≥1 or ≤−1; for green genes, q > 0.05, and log2 fold-change ≥1 or ≤−1. (**B**) Genes that were significantly up- or down-regulated after RBI2 or CX-5461 treatment for 10, 30, and 120 min (from left to right) were compared between treatments. (**C**) Principle component analysis of RBI2 (blue) and CX-5461 (red) treated replicates at each time point.

**Figure 5:**
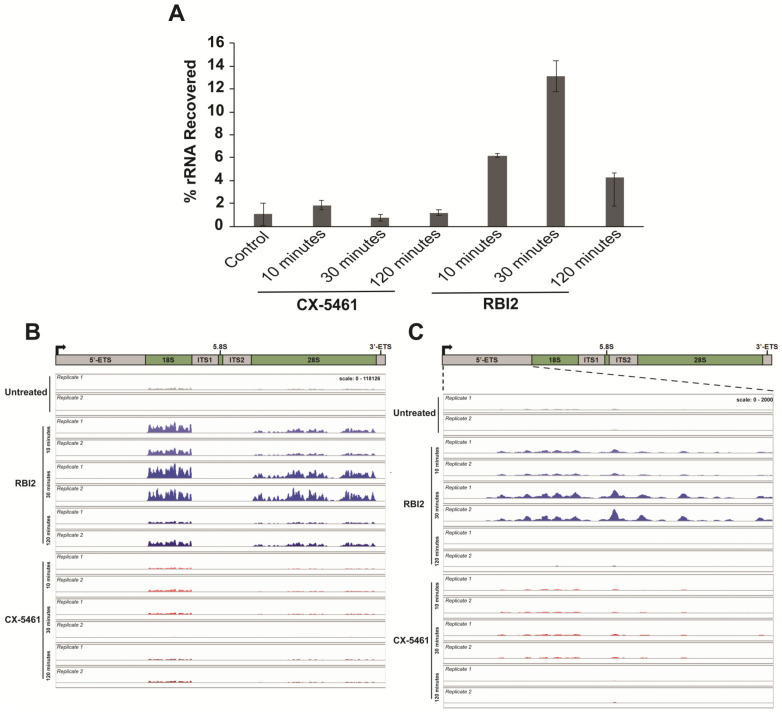
rRNA polyadenylation occurs specifically in RBI2-treated cells instead of CX-5461-treated cells and is dynamic in terms of its signal over the course of the RBI2 treatment. (**A**) rRNA concentration observed as a percentage of total RNA analyzed during RNA-seq experiments in the presence of DMSO vector (control), 5 µM of CX-5461, or 5 µM of RBI2 at 10, 30, and 120 min of treatment. (**B**) Sequence alignment of rRNA reads to the rDNA (U13369.1:1-13314). (**C**) Sequence alignment of rRNA reads to the 5′ETS region of the rDNA (U13369.1:1-3656).

**Figure 6:**
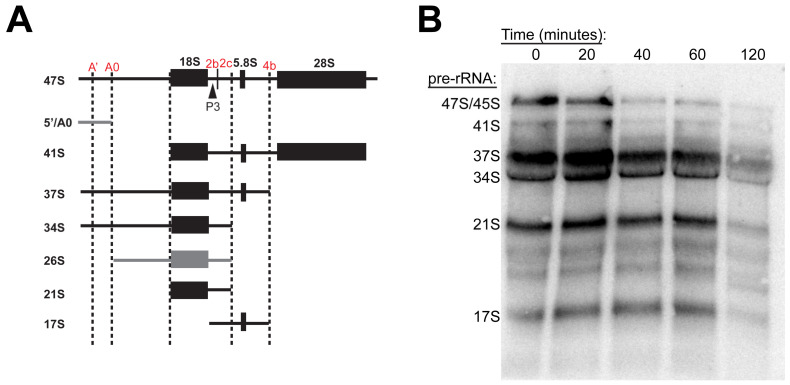
RBI2 results in an overall decrease in the mature rRNA precursors but does not appear to alter normal processing pathways for MDA-MB-231 cells. (**A**) Processing map of rRNA precursors in which P3 oligos are noted with arrows and processing sites are highlighted in red. Black pre-rRNAs signify those observed via Northern blotting in panel B, while grey symbolizes un-observed pre-rRNAs. Adapted from [23]. (**B**) Representative Northern blot probed with P3 oligo to detect rRNA precursor abundance (n = 2).

**Table 1:** Primer sequences used for RT-qPCR.

Primer Region	Sequence
rDNA 5′ ETS	Forward: 5′-GAACGGTGGTGTGTCGTT-3′ Reverse:5′-GCGTCTCGTCTCGTCTCACT-3′

**Table 2:** Primer sequences used for ChIP RT-qPCR.

Region	Sequence
rDNA Promoter	Forward: 5′-GAGGTATATCTTTCGCTCCGAGTC-3′ Reverse: 5′-CAGCAATAACCCGGCGG-3′
rDNA 5′ETS	Forward: 5′-GAACGGTGGTGTGTCGTT-3′ Reverse: 5′-GCGTCTCGTCTCGTCTCACT-3′
rDNA 18S	Forward: 5′-AAACGGCTACCACATCCAAG-3′ Reverse: 5′-CCTCCAATGGATCCTCGTTA-3′
rDNA 28S	Forward: 5′-TGGGTTTTAAGCAGGAGGTG-3′ Reverse: 5′-AACCTGTCTCACGACGGTCT-3′
rDNA IGS	Forward: 5′-TGGTGGGATTGGTCTCTCTC-3′ Reverse: 5′-CAGCCTGCGTACTGTGAAAA-3′

**Table 3:** Primers used for probing in Northern blotting.

Oligonucleotide	Sequence
P3	5′-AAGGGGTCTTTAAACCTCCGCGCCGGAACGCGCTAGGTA C-3′
P7	5′-CTTTTCCTCCGCTGACTAATATGCTTA-3′

## Data Availability

All data are available upon request. RNA seq data were deposited in GEO under the accession number GSE188262.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15133303/s1, Figure S1: Alamar blue cell viability curve for HCC1937 cell line; Figure S2: Ethidium bromide staining of RNA isolated from RBI2 treated (A) MDA-231 cells and (B) HCC-1937 cells displays a decrease in pre-rRNA 45/47S over treatment time, with no observed changes in mature rRNA, 28S and 18S species; Figure S3: Chromatin immunoprecipitation of Pol I reveals no significant change in Pol I occupancy across the rDNA over time for A375 cells treated with RBI2 at the Promoter, or 18S region of the rDNA; Figure S4: Transcriptional response to RBI2 treatment varies across time points, but a set of subset of genes are consistently differentially expressed (DEGs); Figure S5: Top 10 Gene ontology enrichment categories for RBI2 over CX-5461 at 10, 30, and 120 minutes of treatment, and for CX-5461 over RBI2 at 10, 30, and 120 minutes of treatment; Figure S6: Poly-adenylation of pre-rRNA was measured via RT-qPCR in (A) MDA-231 and (B) A375 cells; Figure S7: Northern blots for P3 region of RNA isolated from RBI2 treated (A) A375 and (B) HCC1937 cell lines display a loss of all pre-rRNA species over time, with no appearance of alternative intermediate species.

# Supplementary material for: Small Molecule RBI2 Disrupts Ribosome Biogenesis through Pre-rRNA Depletion
**Source:** Cancers (Basel). 2023 Jun 23;15(13):3303. doi: 10.3390/cancers15133303
**Supplement:** Supplementary file 1

**Supplemental Figures:**

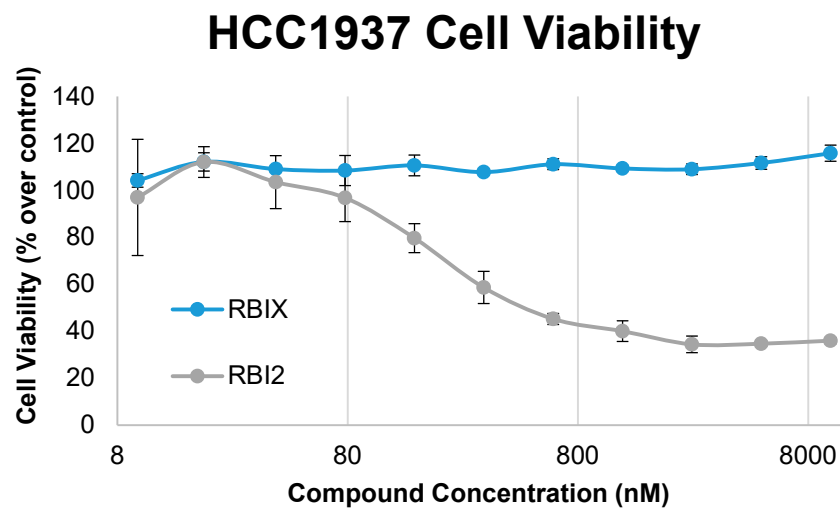

Figure S1: Alamar blue cell viability curve for HCC1937 cell line. Cells were treated with RBI2, or RBIX over a series of concentrations. N=3. Error bars represent standard deviation about the mean.

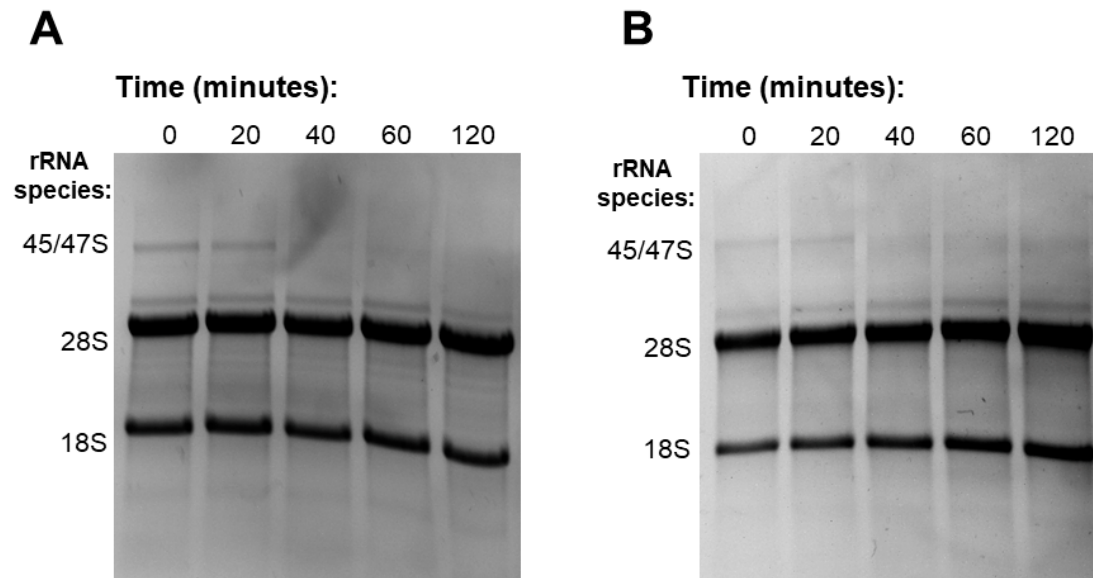

Figure S2: Ethidium bromide staining of RNA isolated from RBI2 treated A) MDA-231 cells and B) HCC-1937 cells displays a decrease in pre-rRNA 45/47S over treatment time, with no observed changes in mature rRNA, 28S and 18S species. Representative gels for n=3.

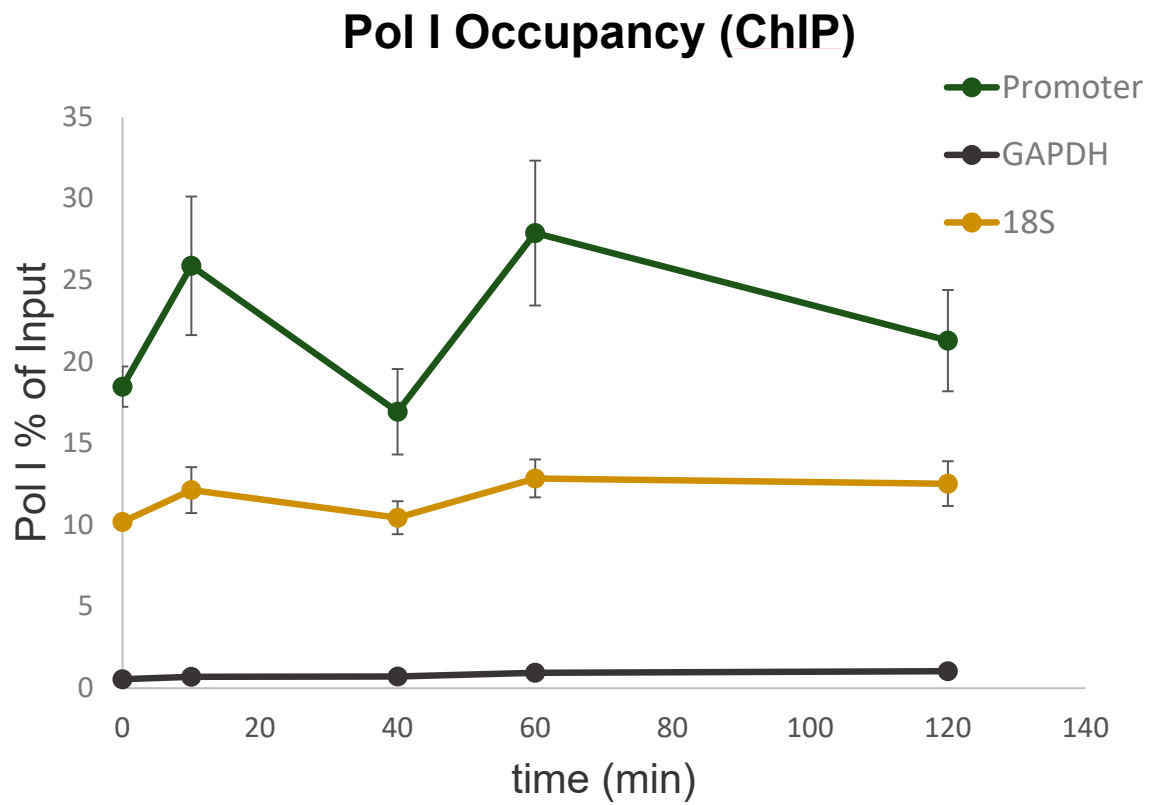

Figure S3: Chromatin immunoprecipitation of Pol I reveals no significant change in Pol I occupancy across the rDNA over time for A375 cells treated with RBI2 at the Promoter, or 18S region of the rDNA. n=3. Error bars represent standard deviation about the mean.

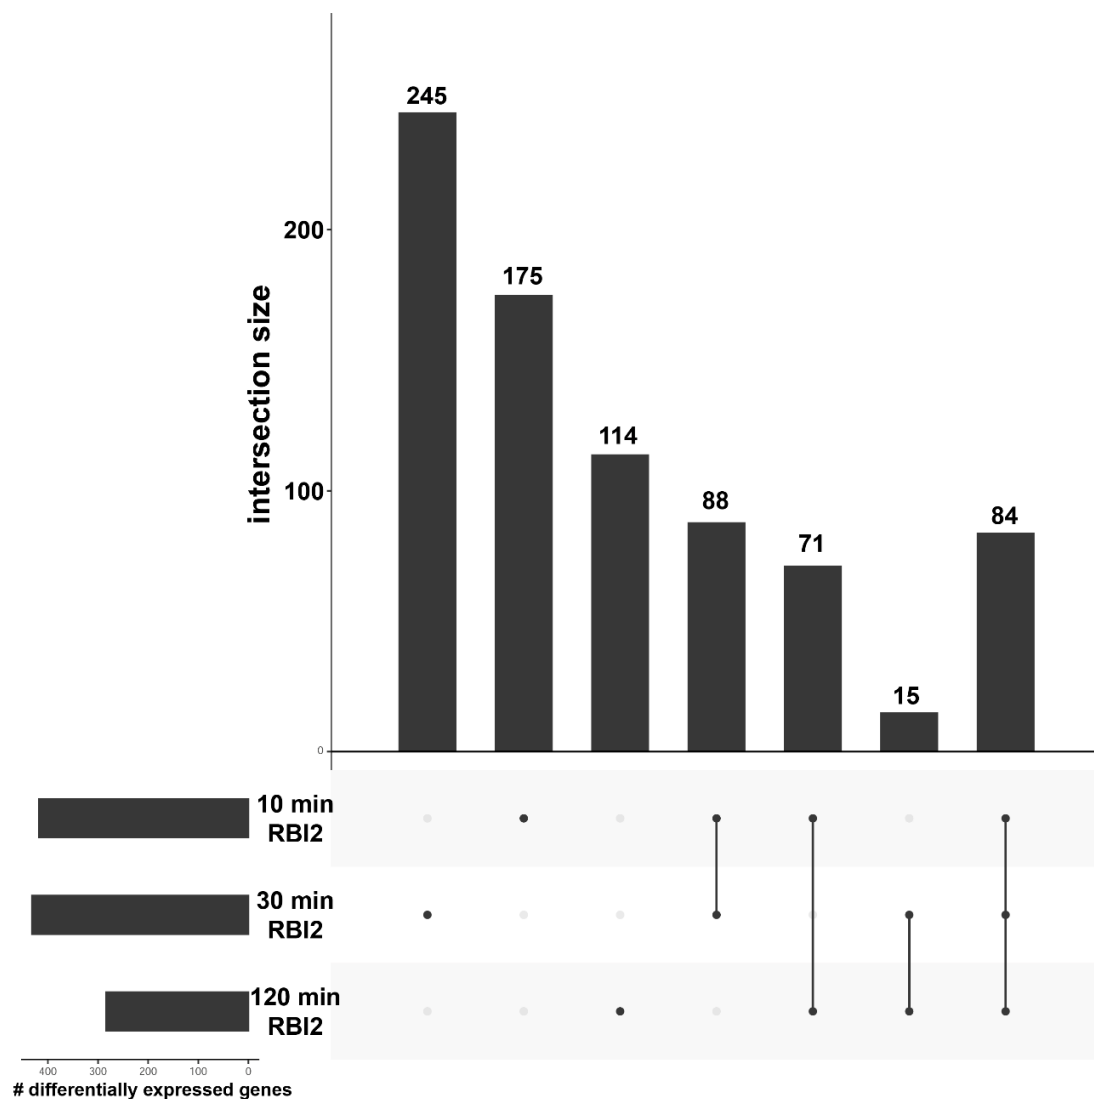

Figure S4: Transcriptional response to RBI2 treatment varies across time points, but a set of subset of genes are consistently differentially expressed (DEGs). Upset plot showing the number of significant ( $pval < 0.05$ , absolute  $\log_2$  fold change  $> 1$ ) DEGs at each time point, and the number of genes unique to each intersection across time points (Intersection size). 84 Genes were significantly differentially expressed between RBI2 and DMSO treatment conditions with consistent  $\log_2$  fold change directions.

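By adjusted p from edgeR's quasi-likelihood test, 0 genes were called with RBI2 for both the labels 10 and 30 min, 1 for both 10 and 120 min (SMAD6), and 4 for both 30 and 120 min (FOXK1, CASTOR2, WDR4 and ENSG00000268903). At an unadjusted p with an absolute log2 fold change of at least 1, these numbers were 140, 117 and 172, each of which includes the genes called for all 3 labels.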

| Gene Ontology Analysis of RBI2 and CX-5461 Enrichment |            |                                                                         |      |         |            |                 |          |          |
|-------------------------------------------------------|------------|-------------------------------------------------------------------------|------|---------|------------|-----------------|----------|----------|
|                                                       | geneSet    | description                                                             | size | overlap | expect     | enrichmentRatio | pValue   | FDR      |
| RBI2 over CX-5461 10 minutes                          | GO:0016569 | covalent chromatin modification                                         | 468  | 22      | 5.1950078  | 4.23483483      | 1.20E-08 | 1.09E-04 |
|                                                       | GO:0016570 | histone modification                                                    | 455  | 21      | 5.05070203 | 4.15783784      | 3.61E-08 | 1.64E-04 |
|                                                       | GO:0051253 | negative regulation of RNA metabolic process                            | 1295 | 37      | 14.375075  | 2.57389961      | 7.81E-08 | 2.37E-04 |
|                                                       | GO:1903507 | negative regulation of nucleic acid-templated transcription             | 1215 | 35      | 13.4870395 | 2.59508397      | 1.55E-07 | 2.80E-04 |
|                                                       | GO:1902679 | negative regulation of RNA biosynthetic process                         | 1217 | 35      | 13.5092404 | 2.59081925      | 1.61E-07 | 2.80E-04 |
|                                                       | GO:0045892 | negative regulation of transcription, DNA-templated                     | 1167 | 34      | 12.9542182 | 2.62462771      | 1.84E-07 | 2.80E-04 |
|                                                       | GO:0045934 | negative regulation of nucleobase-containing compound metabolic process | 1418 | 38      | 15.7404296 | 2.41416536      | 2.62E-07 | 3.40E-04 |
|                                                       | GO:0051276 | chromosome organization                                                 | 1143 | 33      | 12.6878075 | 2.60092218      | 3.55E-07 | 3.91E-04 |
|                                                       | GO:0009790 | embryo development                                                      | 980  | 30      | 10.8784351 | 2.75774959      | 3.87E-07 | 3.91E-04 |
|                                                       | GO:2000113 | negative regulation of cellular macromolecule biosynthetic process      | 1359 | 36      | 15.0855034 | 2.38639699      | 7.62E-07 | 6.66E-04 |
|                                                       |            |                                                                         |      |         |            |                 |          |          |
|                                                       | geneSet    | description                                                             | size | overlap | expect     | enrichmentRatio | pValue   | FDR      |
| RBI2 over CX-5461 30 minutes                          | GO:0010629 | negative regulation of gene expression                                  | 1734 | 105     | 50.5654626 | 2.07651615      | 1.67E-13 | 1.10E-09 |
|                                                       | GO:2000113 | negative regulation of cellular macromolecule biosynthetic process      | 1359 | 89      | 39.6300252 | 2.24577198      | 2.41E-13 | 1.10E-09 |
|                                                       | GO:0010558 | negative regulation of macromolecule biosynthetic process               | 1434 | 91      | 41.8171127 | 2.17614259      | 7.50E-13 | 1.55E-09 |
|                                                       | GO:0051253 | negative regulation of RNA metabolic process                            | 1295 | 85      | 37.7637105 | 2.25083814      | 8.24E-13 | 1.55E-09 |
|                                                       | GO:0009890 | negative regulation of biosynthetic process                             | 1516 | 94      | 44.2083283 | 2.12629619      | 1.11E-12 | 1.55E-09 |
|                                                       | GO:0031327 | negative regulation of cellular biosynthetic process                    | 1492 | 93      | 43.5084603 | 2.13751531      | 1.11E-12 | 1.55E-09 |
|                                                       | GO:0045892 | negative regulation of transcription, DNA-templated                     | 1167 | 79      | 34.0310812 | 2.32140729      | 1.28E-12 | 1.55E-09 |
|                                                       | GO:1903507 | negative regulation of nucleic acid-templated transcription             | 1215 | 81      | 35.4308172 | 2.2861454       | 1.41E-12 | 1.55E-09 |
|                                                       | GO:1902679 | negative regulation of RNA biosynthetic process                         | 1217 | 81      | 35.4891396 | 2.28238839      | 1.54E-12 | 1.55E-09 |
|                                                       |            |                                                                         |      |         |            |                 |          |          |

|                               |            |                                                                         |      |         |            |                 |          |          |
|-------------------------------|------------|-------------------------------------------------------------------------|------|---------|------------|-----------------|----------|----------|
|                               | GO:0045934 | negative regulation of nucleobase-containing compound metabolic process | 1418 | 88      | 41.350534  | 2.12814664      | 6.59E-12 | 5.99E-09 |
|                               |            |                                                                         |      |         |            |                 |          |          |
|                               | geneSet    | description                                                             | size | overlap | expect     | enrichmentRatio | pValue   | FDR      |
| RBI2 over CX-5461 120 minutes | GO:0010558 | negative regulation of macromolecule biosynthetic process               | 1434 | 70      | 23.575903  | 2.96913335      | <10E-16  | <10E-16  |
|                               | GO:2000113 | negative regulation of cellular macromolecule biosynthetic process      | 1359 | 68      | 22.3428537 | 3.04347873      | <10E-16  | <10E-16  |
|                               | GO:0031327 | negative regulation of cellular biosynthetic process                    | 1492 | 70      | 24.5294612 | 2.85371128      | 3.33E-16 | 1.01E-12 |
|                               | GO:0009890 | negative regulation of biosynthetic process                             | 1516 | 70      | 24.924037  | 2.80853379      | 6.66E-16 | 1.51E-12 |
|                               | GO:0010629 | negative regulation of gene expression                                  | 1734 | 75      | 28.5081003 | 2.63083121      | 1.67E-15 | 3.03E-12 |
|                               | GO:0045934 | negative regulation of nucleobase-containing compound metabolic process | 1418 | 65      | 23.3128525 | 2.78816159      | 1.49E-14 | 2.25E-11 |
|                               | GO:0051253 | negative regulation of RNA metabolic process                            | 1295 | 59      | 21.2906516 | 2.77116929      | 4.29E-13 | 5.57E-10 |
|                               | GO:1903507 | negative regulation of nucleic acid-templated transcription             | 1215 | 56      | 19.975399  | 2.80344838      | 1.22E-12 | 1.31E-09 |
|                               | GO:1902679 | negative regulation of RNA biosynthetic process                         | 1217 | 56      | 20.0082803 | 2.79884123      | 1.30E-12 | 1.31E-09 |
|                               | GO:0045892 | negative regulation of transcription, DNA-templated                     | 1167 | 54      | 19.1862474 | 2.81451598      | 2.88E-12 | 2.61E-09 |
|                               |            |                                                                         |      |         |            |                 |          |          |
|                               | geneSet    | description                                                             | size | overlap | expect     | enrichmentRatio | pValue   | FDR      |
| CX-5461 over RBI2 10 minutes  | GO:1901566 | organonitrogen compound biosynthetic process                            | 1776 | 81      | 28.1329653 | 2.879184582     | <10E-16  | <10E-16  |
|                               | GO:0043603 | cellular amide metabolic process                                        | 1033 | 67      | 16.3633745 | 4.094509959     | <10E-16  | <10E-16  |
|                               | GO:0033365 | protein localization to organelle                                       | 888  | 59      | 14.0664827 | 4.194367663     | <10E-16  | <10E-16  |
|                               | GO:0006518 | peptide metabolic process                                               | 780  | 65      | 12.3556942 | 5.260732323     | <10E-16  | <10E-16  |
|                               | GO:0043604 | amide biosynthetic process                                              | 766  | 64      | 12.1339254 | 5.274467917     | <10E-16  | <10E-16  |
|                               | GO:0043043 | peptide biosynthetic process                                            | 636  | 62      | 10.074643  | 6.154064227     | <10E-16  | <10E-16  |
|                               | GO:0006412 | translation                                                             | 613  | 62      | 9.71030841 | 6.384967126     | <10E-16  | <10E-16  |
|                               | GO:0072594 | establishment of protein localization to organelle                      | 537  | 45      | 8.50642026 | 5.290121889     | <10E-16  | <10E-16  |
|                               | GO:0022613 | ribonucleoprotein complex biogenesis                                    | 440  | 39      | 6.9698788  | 5.595506198     | <10E-16  | <10E-16  |
|                               | GO:0006605 | protein targeting                                                       | 412  | 42      | 6.52634105 | 6.435458959     | <10E-16  | <10E-16  |
|                               |            |                                                                         |      |         |            |                 |          |          |
|                               | geneSet    | description                                                             | size | overlap | expect     | enrichmentRatio | pValue   | FDR      |
| CX-                           | GO:0033554 | cellular response to stress                                             | 1867 | 297     | 176.662607 | 1.68117071      | <10E-16  | <10E-16  |
|                               | GO:0070727 | cellular macromolecule localization                                     | 1825 | 287     | 172.688408 | 1.6619529       | <10E-16  | <10E-16  |

|                               |            |                                                                         |      |         |            |                 |          |          |
|-------------------------------|------------|-------------------------------------------------------------------------|------|---------|------------|-----------------|----------|----------|
|                               | GO:0034613 | cellular protein localization                                           | 1815 | 286     | 171.74217  | 1.66528699      | <10E-16  | <10E-16  |
|                               | GO:0007049 | cell cycle                                                              | 1739 | 292     | 164.550762 | 1.7745284       | <10E-16  | <10E-16  |
|                               | GO:0022402 | cell cycle process                                                      | 1274 | 222     | 120.550702 | 1.84154879      | <10E-16  | <10E-16  |
|                               | GO:0051726 | regulation of cell cycle                                                | 1106 | 190     | 104.653906 | 1.81550796      | <10E-16  | <10E-16  |
|                               | GO:0070647 | protein modification by small protein conjugation or removal            | 1029 | 196     | 97.3678747 | 2.01298427      | <10E-16  | <10E-16  |
|                               | GO:0000278 | mitotic cell cycle                                                      | 927  | 172     | 87.7162486 | 1.96086817      | <10E-16  | <10E-16  |
|                               | GO:0032446 | protein modification by small protein conjugation                       | 790  | 155     | 74.7527901 | 2.0735012       | <10E-16  | <10E-16  |
|                               | GO:0016567 | protein ubiquitination                                                  | 738  | 149     | 69.8323533 | 2.1336815       | <10E-16  | <10E-16  |
|                               |            |                                                                         |      |         |            |                 |          |          |
|                               | geneSet    | description                                                             | size | overlap | expect     | enrichmentRatio | pValue   | FDR      |
| CX-5461 over RBI2 120 minutes | GO:0051254 | positive regulation of RNA metabolic process                            | 1668 | 46      | 15.7131885 | 2.92747713      | 1.03E-11 | 9.39E-08 |
|                               | GO:0045893 | positive regulation of transcription, DNA-templated                     | 1499 | 42      | 14.1211448 | 2.9742631       | 6.66E-11 | 1.84E-07 |
|                               | GO:0045935 | positive regulation of nucleobase-containing compound metabolic process | 1847 | 47      | 17.399436  | 2.70123699      | 9.35E-11 | 1.84E-07 |
|                               | GO:1903508 | positive regulation of nucleic acid-templated transcription             | 1583 | 43      | 14.9124565 | 2.88349542      | 9.94E-11 | 1.84E-07 |
|                               | GO:1902680 | positive regulation of RNA biosynthetic process                         | 1584 | 43      | 14.9218769 | 2.88167503      | 1.01E-10 | 1.84E-07 |
|                               | GO:0010628 | positive regulation of gene expression                                  | 1911 | 47      | 18.0023401 | 2.6107717       | 2.98E-10 | 4.51E-07 |
|                               | GO:1903507 | negative regulation of nucleic acid-templated transcription             | 1215 | 35      | 11.4457578 | 3.0579015       | 1.87E-09 | 2.22E-06 |
|                               | GO:1902679 | negative regulation of RNA biosynthetic process                         | 1217 | 35      | 11.4645986 | 3.05287619      | 1.96E-09 | 2.22E-06 |
|                               | GO:0051253 | negative regulation of RNA metabolic process                            | 1295 | 36      | 12.199388  | 2.95096771      | 2.70E-09 | 2.73E-06 |
|                               | GO:0010557 | positive regulation of macromolecule biosynthetic process               | 1826 | 43      | 17.2016081 | 2.49976629      | 8.29E-09 | 6.75E-06 |

Figure S5: Top 10 Gene ontology enrichment categories for RBI2 over CX-5461 at 10, 30, and 120 minutes of treatment, and for CX-5461 over RBI2 at 10, 30, and 120 minutes of treatment.

**A**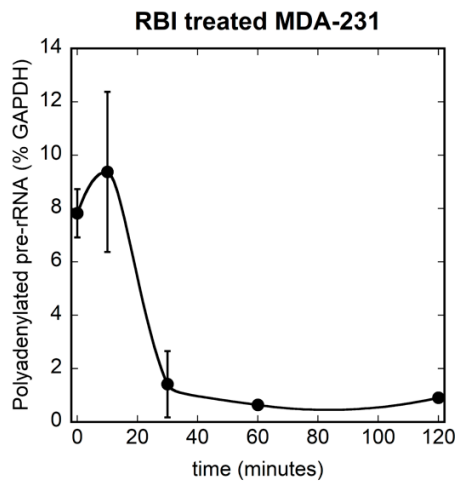**B**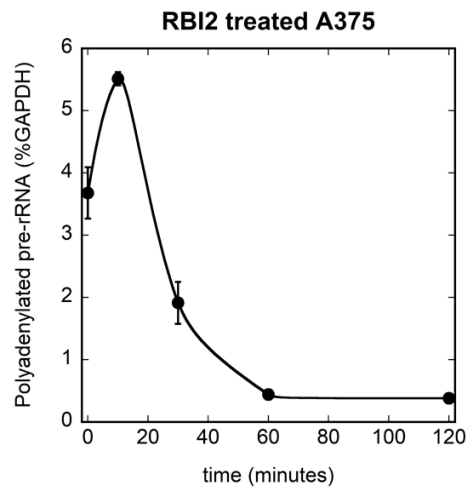

Figure S6: Poly-adenylation of pre-rRNA was measured via RT-qPCR in A) MDA-231 and B) A375 cells. For both cell types, RNA was taken from RBI2 treated cells (the same RNA isolation samples as used in Figure 2) and reverse-transcribed with a Poly-dT oligo. Poly-dT reverse transcribed pre-rRNA cDNA was quantified via qPCR, and normalized to GAPDH RNA abundance. n = 3. Error bars represent standard deviation about the mean.

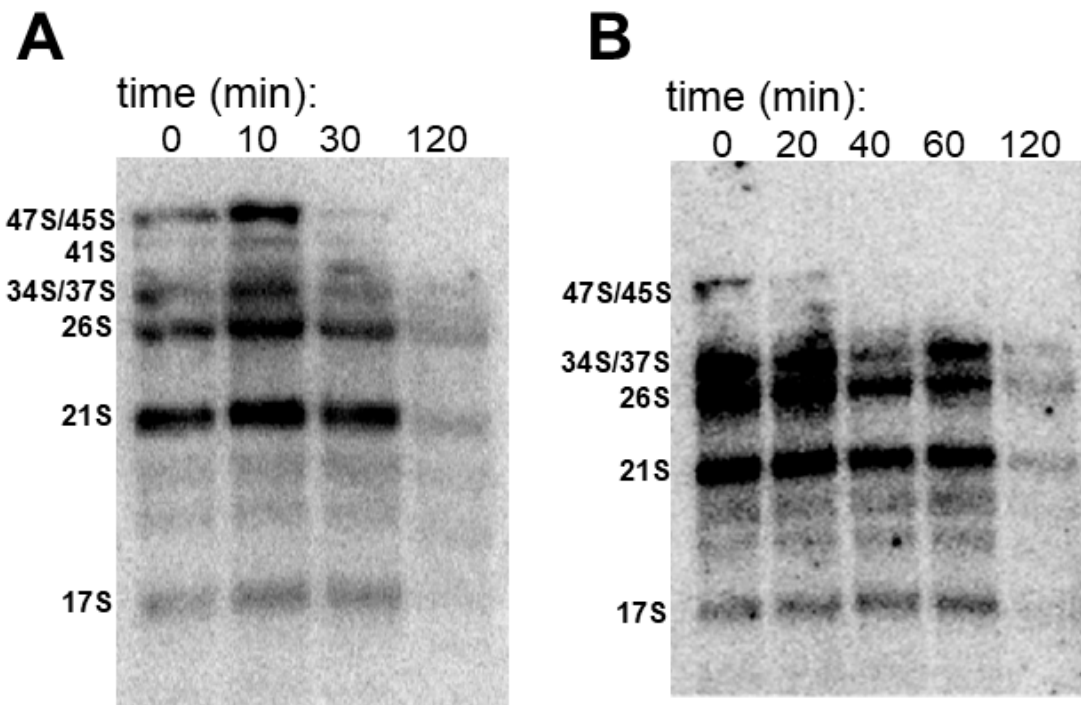

Figure S7: Northern blots for P3 region of RNA isolated from RBL2 treated A) A375 and B) HCC1937 cell lines display a loss of all pre-rRNA species over time, with no appearance of alternative intermediate species. Representative blots for n=3.

How the deposited data were processed for this re-analysis (not part of the article)

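RNA from MDA-MB-231 cells was sequenced in 14 libraries: 2 replicates each of the control and of cells treated with 5 µM RBI2 or 5 µM CX-5461 for 10, 30 or 120 min. The authors took out the reads that aligned to the human rDNA repeat and assigned the others to GRCh38 transcripts with Salmon. The deposited values are, for each transcript and library, the estimated counts of reads and the TPM values that the authors made with Salmon, the transcript length and the effective length. The estimated counts are, as deposited by the authors, neither normalized nor rounded, and the effective length lay above the length for 17.0% of the transcripts, as Salmon's correction for sequence bias allows. The paper states that the authors then used tximeta and DESeq2, and that enriched terms were found with WebGestalt. Each library's condition, time and replicate were taken from its sample label. Nothing in the values was used to assign a sample to a condition.

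The estimated reads were computed into genes as follows. Transcripts were matched by their identifier without its version to GENCODE release 44, for which 225662 of 228754 transcripts had an entry and 214947 had the same version. The reads of the 3092 transcripts without an entry were left out, which were between 1.03% and 1.13% of a library. The sums per gene were rounded to whole counts over 60876 genes, of which 34243 had a read in at least one library. Library totals lay between 14112299 and 24849354 estimated reads, with a median of 16305236. A gene without reads in any library of a group was given a floor of 3 counts over the group, which covers counting error only. Folds against such a group are given as lower bounds. Where a left-out library leaves a group with 1 library without reads, the fitted log2 fold change is printed and is not a bound. The TPM values entered no comparison.

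Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Libraries were scaled with TMM, and genes were kept with filterByExpr (minimum count 10), which left 15426 genes. All 14 libraries entered one model with 7 groups, since 2 libraries per group leave few degrees of freedom in a comparison of their own. The quasi-likelihood F test compared each treated group with the control and RBI2 with CX-5461 at each label. The p-values were adjusted by the Benjamini-Hochberg method over the genes of each comparison, and a gene passed with an adjusted p under 0.05 and an absolute log2 fold change of at least 1. RBI2 and CX-5461 were also compared over all times in the 12 treated libraries, with time as an additive term, and beside other splits of these libraries, 100 with the real one, drawn at random. The test was tested on simulated data with 200 changed genes. Overlaps between comparisons that share the control libraries were set beside 20 simulated sets of libraries without an effect. Principal components used log2 CPM (prior count 2) of the 500 most variable genes of the 4 treated libraries of a label.

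The lists of genes, 9 in all, were fixed in advance: cytosolic ribosomal proteins, the TRAMP complex and nuclear exosome, the Pol I machinery, immediate early genes, RNAs without a poly(A) tail, nuclear-encoded rRNA, mitochondrial rRNA, replication-dependent histones, and zinc finger genes with numbered names. Of the 23 symbols of nuclear-encoded rRNA, 3 matched the annotation, and this list was not tested. The others were tested with limma's fry over 9 comparisons, 72 tests in all, adjusted together, and with camera (preset correlation 0.01, or an estimated correlation) as alternatives.

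The genes named in the text follow a rule written in advance. They are the genes that the paper names as changed or as a reference (PABPC1, ATXN2, GAPDH); for each comparison with the control and each direct comparison at one label, the 2 genes with the largest rise and the 2 with the largest fall among those past the threshold with a mean of at least 5 CPM in the higher group and with both libraries of one group above both of the other; and the members of a list of at most 25 genes that passed against the control. Genes that fall outside the rule and were named after their values were seen are DIS3, SOX9, HES1, WDR4, SMAD6, MT-RNR2, ZNF503, ENSG00000268903, ENSG00000274422 and the histone genes.

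The alternatives set before the data were examined were DESeq2 1.42.0 with the same filter and without one, an unadjusted p, DESeq2's size factors in edgeR, no filter on low counts, an offset for the average transcript length, no limit on the fold change, a correction for GC content and length, the replicate number as a block, both of these together, only the 4 libraries of a comparison in the model, and each library left out in turn. For the principal components they were the variance-stabilizing transformation, all genes, a prior count of 0.5 and DESeq2's size factors. A further setting, DESeq2 on the 4 libraries of a comparison with a length offset, no filter and an unadjusted p, was added after the data were seen. Where a library left out leaves a group with 1 library, that library is assumed to vary like the other groups. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9 were used to join tables and draw the plot. Enriched terms were not computed, since no annotation of genes with terms was at hand, and the reads that aligned to the rDNA repeat are not in the deposited values.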

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

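The tests of control replicate 2 and of GC content and length for the RNAs without a poly(A) tail and for the immediate early genes were chosen only after those results were seen. The first results drew attention because the difference between RBI2 and CX-5461 was not the same at all times. In edgeR's quasi-likelihood test of the interaction between compound and time, with adjusted p, the difference for the label 120 min and the one for 10 min were unequal for 209 genes (63 higher and 146 lower for 120 min), and those for 10 min and 30 min for 77 genes (51 higher and 26 lower for 10 min). Between the labels 120 and 30 min the number was 0, and 344 at an unadjusted p, where the other pairs had 660 and 399. The interaction was tested with edgeR alone and not repeated under the alternatives. The direct comparisons that it rests on had 160, 2 and 258 genes for the labels 10, 30 and 120 min, and 189, 2 and 235 after the correction for GC content and length. For the label 30 min the correction left 222 genes at an unadjusted p in place of 223, with 200 genes in both. A trend with GC content or length is therefore not the whole cause of the direct differences, although it followed them for the label 120 min (Spearman coefficient 0.495 with GC content). The 258 genes for the label 120 min fell to 5 and 19 without RBI2 replicate 2 or replicate 1 of that label, to 25 without CX-5461 replicate 2 and rose to 394 and 395 without a control library. The 160 for the label 10 min fell to 95 without RBI2 replicate 2 and to 99 and 98 without a CX-5461 replicate. The 2 for the label 30 min were 6 without either control library, 0 without RBI2 replicate 1, and 1 without CX-5461 replicate 2, either library of CX-5461 labelled 120 min, or RBI2 labelled 120 min replicate 1. What stays open is an exchange of the time labels, which would leave an interaction but move it to other times, and a separate time course for each compound, which the design names and which was not tested apart from the labels.

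The same interaction was tested for the lists of genes with limma's fry, 24 tests in all, and a difference between times drew attention to each of the following. Between the labels 120 and 10 min the median log2 difference was -0.33 for the immediate early genes (adjusted p = 3.56e-05), 1.37 for the mitochondrial rRNA (0.01811), -0.37 for the numbered zinc finger genes (0.01939), -0.11 for the Pol I machinery (0.01066), 0.60 for the histones (0.02537) and -0.16 for the TRAMP and exosome genes (0.003177). Between 120 and 30 min it was 0.56 for the histones (0.01811), 2.43 for the RNAs without a poly(A) tail (0.02537) and -0.08 for the TRAMP and exosome genes (0.02028). Between 10 and 30 min it was 0.21 for the immediate early genes (3.56e-05) and 0.04 for the Pol I machinery (0.01427). The other 13 tests had an adjusted p of at least 0.06006. Medians as small as 0.04 over genes that go both ways are a mixed response and not a shift of the list. These tests were run with fry alone, and for the direct comparisons of single labels, camera with an estimated correlation between genes passed only the immediate early genes for the label 10 min (adjusted p = 0.003), so the lists other than this one depend on how the correlation between genes is treated.

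Immediate early genes drew attention as genes that the paper does not discuss, of which 13 of 18 passed the threshold in CX-5461 labelled 10 min and 1, FOS, in CX-5461 labelled 120 min, which lost its call without most single libraries. Against RBI2 of the same label, where no control library enters the fold change, 14 of the 18 passed, which argues against the values of control replicate 2 as the cause. After the correction for GC content and length the adjusted p of the list with CX-5461 labelled 10 min was 1.871e-05, which argues against a trend with either. FOSL1, JUNB and BTG2 are the exceptions, since they fell short of the threshold against the control without control replicate 2, at log2 fold changes of -0.91, 0.78 and 0.96. JUNB also fell short without CX-5461 replicate 1 or replicate 2 (adjusted p = 0.105 and 0.0573), and BTG2 without replicate 1 (0.97). The replicates of CX-5461 labelled 10 min had close totals (18426950 and 17937467), and their 10 most abundant genes took 9.73% and 9.17% of the reads, beside 9.16% and 9.28% in RBI2 of that label, and 10.1% and 19.2% in control replicate 1 and replicate 2. The changes were in both replicates and leave a response to CX-5461 as the hypothesis, while at what time is open with the time labels.

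RNAs without a poly(A) tail drew attention as genes outside those that the paper discusses. With RBI2 labelled 120 min the log2 fold change was 4.35 for RMRP, 2.34 for RN7SK, 2.59 for RN7SL1 and 2.68 for RN7SL2, these being the 4 of the 6 listed RNAs that passed. RMRP had 1.18 and 8.91 CPM with RBI2 and 0.435 and 0 CPM in the control, with a log2 fold change of 2.28 without RBI2 replicate 2 and of 9.41 without control replicate 1, where the control left had no reads of it, and its adjusted p was between 0.0577 and 0.319 without any library but control replicate 1 and those of CX-5461 labelled 120 min and RBI2 labelled 10 min. RN7SK, on chromosome 6 from 52995621 to 52995948, had 8.85 and 21.7 CPM against 2.98 ± 0.264 (SD, n = 2) in the control (adjusted p = 0.012 from edgeR's quasi-likelihood test), and 0.0734 without RBI2 replicate 2, where the log2 fold change was 1.56. RN7SL1, on chromosome 14 from 49586580 to 49586878, had 49.7 ± 17.5 against 7.96 ± 9.22 CPM (adjusted p = 0.022 from edgeR's quasi-likelihood test), and 0.0802 and 0.108 without RBI2 replicate 1 and replicate 2. Its log2 fold change was 5.09 without control replicate 1 and 1.77 without control replicate 2. RN7SL2, on chromosome 14 from 49862550 to 49862849, had 59.1 ± 7.18 against 8.98 ± 6.82 CPM (adjusted p = 0.0075 from edgeR's quasi-likelihood test), and 0.0528 and 0.0502 without these replicates, and its log2 fold change was 3.82 without control replicate 1 and 2.09 without control replicate 2. RN7SL1 and RN7SL2 share sequence, and the split of reads between them was not tested. RN7SK overlaps another entry, named 7SK, on the same strand, and RN7SL2 overlaps ENSG00000282885, so their values are less certain. The list of 6 RNAs had medians of 0.80, 0.85 and 2.47 with RBI2 (6, 5 and 6 genes higher, adjusted p of fry = 0.124, 0.317 and 0.0097 for the labels 10, 30 and 120 min) and 0.11, 0.32 and -0.43 with CX-5461 (0.83, 0.618 and 0.618). Without control replicate 1 the first 2 with RBI2 were 0.0163 and 0.0321, and camera with a preset correlation gave 0.00202 for the first. In the direct comparison for the label 120 min all 6 were called and the list had an adjusted p of 0.007962 with a median of 2.80, which argues against the values of control replicate 2. After the correction for GC content and length the adjusted p against the control was 0.008359, which argues against these as the whole cause. With camera and an estimated correlation the adjusted p for the label 120 min was 0.304 against the control and 0.281 against CX-5461.

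One technical candidate for this pattern, and for the rRNA that the paper finds in poly(A) RNA after RBI2 (Figure 5A), is a less stringent poly(A) selection in the RBI2 libraries. The paper addressed such carry-over by RT-qPCR, with reverse transcription from a poly-dT primer. It reports a rapid rise of polyadenylated pre-rRNA at 10 min in MDA-MB-231 cells and a second cell line. A less stringent selection would raise the replication-dependent histone mRNAs, which have no poly(A) tail, as well. Their median log2 fold change with RBI2 labelled 120 min was 0.537, with 19 of 24 genes higher, 5 past the threshold over all genes (H1-4, H3C14, H4C1, H4C3 and H4C16, named after their values were seen) and 6 over the list alone (adjusted p of fry = 0.0075, and 0.0835 without control replicate 2). Against CX-5461 of the same label it was 0.67 (20 higher, 5 past the threshold, which were H1-4, H2BC15, H2BC18, H4C1 and H4C16, and 7 over the list alone, adjusted p = 0.0047). Camera with an estimated correlation gave 0.304 and 0.281 for these. For the labels 10 and 30 min it was -0.14 and 0.11 with RBI2 (adjusted p = 0.541 and 0.392) and -0.31, 0.02 and -0.15 with CX-5461 (0.313, 0.578 and 0.67 for the 3 labels). The histones thus rose by a smaller median than the other RNAs, and unevenly, with log2 fold changes of 3.12 for H4C1 and 0.02 for H2BC12, the most abundant of them. Reads from copies with a tail could hide a carry-over in the abundant genes, and whether one selection step raises both classes alike was not tested. The largest rise is under the label 120 min and not 30 min. The paper reports the rRNA at all 3 times of RBI2, while the histone list did not pass for the labels 10 and 30 min. In these values a less stringent selection cannot be told apart from added poly(A) tails or slower decay, since both predict more of these RNAs in a poly(A) library. The time labels are also in doubt, and the rRNA reads were taken out by the authors. Carry-over of RNA in the 2 libraries of RBI2 labelled 120 min is confounded with the group.

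MT-RNR1 drew attention in the same way. On the mitochondrial chromosome from 648 to 1601, it had 2845 ± 557 CPM (SD, n = 2) with RBI2 labelled 120 min and 813 ± 136 in the control, a log2 fold change of 1.81 (adjusted p = 0.0043 from edgeR's quasi-likelihood test). It kept its call without each library, with a log2 fold change between 1.59 and 2.02, and was 1.93 after the correction for GC content and length, but was not called with only the 4 libraries of the comparison (adjusted p = 0.279). MT-RNR2, the other mitochondrial rRNA, named after its values were seen, changed by -0.10. As a list the 2 had medians of -0.29, -0.09 and 0.85 with RBI2 (adjusted p of fry = 0.578, 0.951 and 0.0255, and without control replicate 1 0.0121, 0.03 and 0.602, the last being 0.11 without RBI2 replicate 2) and 1.07 in the direct comparison for the label 120 min (0.0154, with 0.0696 and 0.058 without a CX-5461 replicate and 0.0641 without RBI2 replicate 2). Camera with an estimated correlation gave 0.344 and 0.304 for the label 120 min. More mitochondrial RNA in these libraries as a whole, or the carry-over of mitochondrial rRNA as a class, would raise both. The value of -0.10 for MT-RNR2 does not exclude these, since mitochondrial genes took 20.6% of the reads of control replicate 2 and 9.55% of those of replicate 1. Against CX-5461 labelled 120 min, where no control library enters the fold change, both of the 2 were higher with RBI2 and 1 passed the threshold. The rise of MT-RNR1 is left unexplained.

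TAF1D drew attention as a gene of the Pol I machinery that passed in CX-5461 labelled 10 min. On chromosome 11 from 93729948 to 93784391, it had 121 ± 2.88 CPM (SD, n = 2) against 247 ± 13 in the control, a log2 fold change of -1.03 (adjusted p = 9.9e-06 from edgeR's quasi-likelihood test). The fold change lay short of the limit without control replicate 2 and without CX-5461 replicate 2 (-0.98 each), with the length offset (-0.97) and after the correction for GC content and length (-0.91), with an adjusted p under 0.05 in each of these, and just short of it without a filter on low counts. With only the 4 libraries of the comparison the adjusted p was 0.127. The direction of the fall was the same under every alternative. TAF1D overlaps 9 small RNA genes on the same strand, and reads of these could have been counted as its own. The list of 15 genes had medians of -0.04 in CX-5461 labelled 10 min (adjusted p of fry = 0.0055) and 0.02 with a mean of 0.11 in the direct comparison for that label (0.0024), where TAF1D was also the gene that passed. Camera gave 0.249 and 0.101 for these with a preset correlation and 0.463 and 0.312 with an estimated one, and the correction for GC content and length gave 0.0916 for the first. With RBI2 the medians were 0.01, -0.07 and 0.03 (0.467, 0.651 and 0.184), and in the direct comparison for the label 120 min it was -0.01 (0.716). These values depend on single libraries and on the scaling, since leaving out 1 library of CX-5461 labelled 10 min, replicate 1 of CX-5461 labelled 30 min, replicate 2 of CX-5461 labelled 120 min or replicate 1 of any label of RBI2 gave between 0.00365 and 0.0309 with RBI2 labelled 10 min, between 2.3e-04 and 0.00274 with RBI2 labelled 120 min (0.0358 without control replicate 2) and between 2.6e-04 and 0.00451 in the direct comparison for 120 min. DESeq2's size factors gave 0.0201, 0.00364 and 0.00686 for these 3, no filter 0.0497 and 0.02 for the first 2, and the correction for GC content and length 0.00836 for each of the last 2. The cause was not tested. Of the numbered zinc finger genes, 464 were tested. They had a median of -0.37 with CX-5461 labelled 10 min (359 lower, adjusted p = 0.0105), with 28 past the threshold, 27 of them lower and ZNF503 higher, and 38 over the list alone. Against CX-5461 of that label RBI2 had a median of 0.29 (354 higher, 0.0109, and 0.051 without RBI2 replicate 2), with 21 past the threshold, all higher, and 31 over the list alone. Camera with an estimated correlation gave 0.304 for both. With RBI2 the medians against the control were -0.04, -0.15 and -0.12 (0.829, 0.347 and 0.509, the last 2 being 0.013 and 0.0186 without control replicate 1, and the second 0.0203 with camera and a preset correlation), with 11 genes past the threshold for the label 120 min, 5 higher and 6 lower. With CX-5461 labelled 30 and 120 min they were -0.22 and -0.05 (0.109 and 0.702), which were 0.00617 and 0.0487 without control replicate 1, 1.7e-04 and 0.01 with camera and a preset correlation, and 0.0328 and 0.00836 after the correction for GC content and length. No biological explanation was tested for TAF1D or the zinc finger genes.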

How the results depend on the processing

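Each alternative was fixed in advance except 1, DESeq2 on the 4 libraries of a comparison with a length offset, no filter and an unadjusted p, which was chosen after seeing the data, and a number of genes is taken as moved when it lies beyond 1.5 times the reported one. Of the numbers of genes past the threshold, those for RBI2 labelled 30 min moved under the most alternatives and those from scaling with DESeq2's size factors (RLE) in edgeR did not move. With DESeq2 the numbers that moved were 37, 28 and 167 genes with RBI2 labelled 10, 30 and 120 min, 16 with CX-5461 labelled 30 min, 12 and 154 in the direct comparison for 30 and 120 min, 17 and 1 shared by both compounds for 10 and 30 min, and 5 common to the 3 labels of RBI2. With DESeq2 and no filter on low counts they were 39, 38 and 146 genes with RBI2 labelled 10, 30 and 120 min, 11 and 23 with CX-5461 labelled 30 and 120 min, 10 in the direct comparison for 30 min, 20, 1 and 9 shared by both compounds for 10, 30 and 120 min, and 3 common to the 3 labels of RBI2. Every number rose with an unadjusted p, by construction, since the limit is then less strict. In edgeR this gave 299, 341 and 563 genes with RBI2 labelled 10, 30 and 120 min, 647, 331 and 289 with CX-5461 labelled 10, 30 and 120 min, 471, 223 and 566 in the direct comparison for 10, 30 and 120 min, 301 between the compounds over all times, 110, 121 and 91 shared by both compounds for 10, 30 and 120 min, 84 common to the 3 labels of RBI2, and 27 common to all 6 comparisons. In DESeq2 without a filter, as the paper's methods set the threshold, it gave 284, 287 and 469 genes with RBI2 labelled 10, 30 and 120 min, 564, 260 and 253 with CX-5461 labelled 10, 30 and 120 min, 403, 164 and 469 in the direct comparison for 10, 30 and 120 min, 524 between the compounds over all times, 105, 105 and 84 shared by both compounds for 10, 30 and 120 min, 74 common to the 3 labels of RBI2, and 24 common to all 6 comparisons. The setting added after seeing the data gave 293, 431 and 437 genes with RBI2 labelled 10, 30 and 120 min, 502, 273 and 243 with CX-5461 labelled 10, 30 and 120 min, 337, 174 and 467 in the direct comparison for 10, 30 and 120 min, 120, 147 and 61 shared by both compounds for 10, 30 and 120 min, 82 common to the 3 labels of RBI2, and 20 common to all 6 comparisons. Without a filter edgeR gave 355, 447 and 662 genes with RBI2 labelled 10, 30 and 120 min, 726, 403 and 329 with CX-5461 labelled 10, 30 and 120 min, 398, 196 and 592 in the direct comparison for 10, 30 and 120 min, 475 between the compounds over all times, 210, 216 and 171 shared by both compounds for 10, 30 and 120 min, 151 common to the 3 labels of RBI2, and 77 common to all 6 comparisons. With no limit on the fold change, which can only add genes, it gave 31, 11 and 2772 genes with RBI2 labelled 10, 30 and 120 min, 736 and 12 with CX-5461 labelled 10 and 120 min, 472 and 2490 in the direct comparison for 10 and 120 min, 1353 between the compounds over all times, 19 and 7 shared by both compounds for 10 and 120 min, and 3 common to the 3 labels of RBI2. Without a filter, edgeR's quasi-likelihood test also gave far smaller p for some genes that the filter keeps. For CCN1 with CX-5461 labelled 10 min it was 1.887e-138, against 1.25e-13 in the reported fit. For BTG2 it was not smaller (4.516e-05 against 2.917e-05). The higher numbers without a filter are therefore not only genes that the filter leaves out. The cause of the differences between the tools and filters was not tested.

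An offset for the average transcript length gave 6, 1 and 82 genes with RBI2 labelled 10, 30 and 120 min, 3 with CX-5461 labelled 120 min, 104 in the direct comparison for 10 min, and 3 and 1 shared by both compounds for 10 and 120 min. The correction for GC content and length moved 2 and 124 genes with RBI2 labelled 30 and 120 min and 1 shared by both compounds for 120 min. With only the 4 libraries of a comparison in the model, which leaves 2 residual degrees of freedom, the test called 0, 0 and 0 genes with RBI2 labelled 10, 30 and 120 min, 3 and 0 with CX-5461 labelled 10 and 120 min, 258, 23 and 393 in the direct comparison for 10, 30 and 120 min, and 0 and 0 shared by both compounds for 10 and 120 min. Of the numbers of genes, the replicate number as a block moved only that of RBI2 labelled 30 min, to 1, and the block with the GC content and length correction moved 2 and 114 genes with RBI2 labelled 30 and 120 min and 1 shared by both compounds for 120 min. The replicate numbers do not pair the libraries, since the differences between replicates 1 and 2 of any pair of groups had correlations across genes between -0.179 and 0.18. In simulated counts with 200 changed genes the fit to 4 libraries recovered 189. The simulated changes were past the limit on the fold change, in genes above 5 CPM, and the control replicates had no added spread. The simulation therefore does not tell whether the number of libraries accounts for the low numbers against the control. The cause was not tested.

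Leaving out each of the 14 libraries in turn moved every number of genes past the threshold at least once. The lowest and highest were 7 to 724, 0 to 1071 and 24 to 1335 genes with RBI2 labelled 10, 30 and 120 min, without RBI2 replicate 1 of the same label at the low end and without control replicate 1 at the high end. With CX-5461 they were 129 to 1354, 0 to 1143 and 2 to 611, lowest without replicate 1 (label 10 min) and replicate 2 (label 120 min) of the same label and highest without control replicate 1. In the direct comparison they were 95 to 225, 0 to 6 and 5 to 395, lowest without RBI2 labelled 10 min replicate 2, RBI2 labelled 30 min replicate 1 and RBI2 labelled 120 min replicate 2. Over all times they were 72 to 177, without CX-5461 labelled 120 min replicate 1 and CX-5461 labelled 30 min replicate 2. The genes shared by both compounds were 3 to 559, 0 to 764 and 1 to 444 for the 3 labels, those common to the 3 labels of RBI2 0 to 461 and those common to all 6 comparisons 0 to 313, each highest without control replicate 1. A group left with 1 library is assumed to vary like the others, and without a control library the difference between the control replicates, the largest of any pair, no longer enters the pooled spread.

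In the principal component analysis the replicates were on opposite sides of the first component in the reported setting. The variance-stabilizing transformation moved the share on the first component to 74.5%, 52.2% and 65% for the labels 10, 30 and 120 min and the distance for the label 10 min to 9.69. For the label 10 min the share was 52.8% with all genes and 44.1% with a prior count of 0.5. With each library left out it was 55.2% to 61% for the label 10 min, 53% to 63.3% for 30 min and 57.2% to 68.6% for 120 min, which fewer libraries raise by construction. The distances were then 46.4 to 49.3, 42.1 to 48.1 and 50.8 to 57.5, within 1 SD of the reported ones. The cause of the other differences was not tested.

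Of the 72 tests of lists of genes, 23 passed an adjusted p of 0.05 with fry. Camera with a preset correlation also passed 23, and with an estimated correlation 2, the immediate early genes in CX-5461 labelled 10 min (adjusted p = 0.0116) and in the direct comparison labelled 10 min (adjusted p = 0.003). With the preset correlation the adjusted p on the other side of 0.05 was 0.00202 for the RNAs without a poly(A) tail with RBI2 labelled 10 min, 0.271, 0.122 and 0.0579 for the TRAMP and exosome genes with RBI2 labelled 10, 30 and 120 min, 0.00183 for the ribosomal proteins with RBI2 labelled 30 min, 0.0203 for the zinc finger genes with RBI2 labelled 30 min, 0.342 for the immediate early genes with RBI2 labelled 120 min, 0.0126, 3.088e-06 and 0.0001323 for the ribosomal proteins with CX-5461 labelled 10, 30 and 120 min, 0.249 for the Pol I machinery with CX-5461 labelled 10 min, 0.466 and 0.439 for the TRAMP and exosome genes with CX-5461 labelled 10 and 30 min, 0.0001742 and 0.01 for the zinc finger genes with CX-5461 labelled 30 and 120 min, 0.0129 and 4.243e-37 for the ribosomal proteins in the direct comparison labelled 10 and 30 min, 0.101 for the Pol I machinery in the direct comparison labelled 10 min, 0.0354 for the RNAs without a poly(A) tail in the direct comparison labelled 10 min, 0.0611 and 0.124 for the immediate early genes in the direct comparison labelled 30 and 120 min, and 0.25 for the TRAMP and exosome genes in the direct comparison labelled 120 min. With the estimated correlation it was 0.304, 0.304 and 0.71 for the immediate early genes with RBI2 labelled 10, 30 and 120 min, 0.481, 0.318 and 0.304 for the TRAMP and exosome genes with RBI2 labelled 10, 30 and 120 min, 0.344 for the mitochondrial rRNA with RBI2 labelled 120 min, 0.304 for the histones with RBI2 labelled 120 min, 0.304 for the RNAs without a poly(A) tail with RBI2 labelled 120 min, 0.304 for the zinc finger genes with CX-5461 labelled 10 min, 0.463 for the Pol I machinery with CX-5461 labelled 10 min, 0.71 and 0.71 for the TRAMP and exosome genes with CX-5461 labelled 10 and 30 min, 0.304 for the zinc finger genes in the direct comparison labelled 10 min, 0.312 for the Pol I machinery in the direct comparison labelled 10 min, 0.318 and 0.422 for the immediate early genes in the direct comparison labelled 30 and 120 min, 0.304 for the mitochondrial rRNA in the direct comparison labelled 120 min, 0.281 for the histones in the direct comparison labelled 120 min, 0.281 for the RNAs without a poly(A) tail in the direct comparison labelled 120 min, and 0.463 for the TRAMP and exosome genes in the direct comparison labelled 120 min. After the correction for GC content and length it was 0.131 for the immediate early genes with RBI2 labelled 10 min, 0.191 and 0.173 for the TRAMP and exosome genes with RBI2 labelled 10 and 30 min, 0.0496 for the ribosomal proteins with RBI2 labelled 30 min, 0.00836 for the Pol I machinery with RBI2 labelled 120 min, 0.0916 for the Pol I machinery with CX-5461 labelled 10 min, 0.731 and 0.945 for the TRAMP and exosome genes with CX-5461 labelled 10 and 30 min, 0.0328 and 0.00836 for the zinc finger genes with CX-5461 labelled 30 and 120 min, 0.0362 for the immediate early genes with CX-5461 labelled 120 min, 0.0145 for the ribosomal proteins in the direct comparison labelled 30 min, 0.172 and 0.843 for the immediate early genes in the direct comparison labelled 30 and 120 min, 0.00836 for the Pol I machinery in the direct comparison labelled 120 min, and 0.272 for the TRAMP and exosome genes in the direct comparison labelled 120 min. That correction also reversed the direction of the test, with an adjusted p of 0.779 and 0.0512 for the immediate early genes with RBI2 labelled 30 and 120 min, and 0.021 for the zinc finger genes in the direct comparison labelled 120 min. With RLE it was 0.0201 and 0.00364 for the Pol I machinery with RBI2 labelled 10 and 120 min, 0.0725 for the immediate early genes with RBI2 labelled 120 min, 0.0164 for the TRAMP and exosome genes with CX-5461 labelled 120 min, 0.167 for the immediate early genes in the direct comparison labelled 30 min, 0.0144 for the TRAMP and exosome genes in the direct comparison labelled 30 min, and 0.00686 for the Pol I machinery in the direct comparison labelled 120 min. Without a filter it was 0.0856 and 0.143 for the immediate early genes with RBI2 labelled 10 and 120 min, 0.0497 and 0.02 for the Pol I machinery with RBI2 labelled 10 and 120 min, 0.0631 for the TRAMP and exosome genes with RBI2 labelled 10 min, 0.0856 and 0.186 for the TRAMP and exosome genes with CX-5461 labelled 10 and 30 min, and 0.326 and 0.0857 for the immediate early genes in the direct comparison labelled 30 and 120 min. The replicate block left these lists on their side of the threshold. The cause of these differences was not tested.

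With each library left out, the number of list tests past the threshold was between 18 (without RBI2 labelled 120 min replicate 2) and 36 (without control replicate 1). The adjusted p crossed 0.05 for these lists, with its lowest and highest values: 0.00871 to 0.16, 0.00763 to 0.097 and 0.0145 to 0.251 for the immediate early genes with RBI2 labelled 10, 30 and 120 min, 0.0163 to 0.395 and 0.0321 to 0.773 for the RNAs without a poly(A) tail with RBI2 labelled 10 and 30 min, 0.0103 to 0.147 for the TRAMP and exosome genes with RBI2 labelled 10 min, 0.0126 to 0.602 for the mitochondrial rRNA with RBI2 labelled 120 min. It also did so, with the same 2 ends, as 0.00576 to 0.0835 for the histones with RBI2 labelled 120 min, 0.00617 to 0.0955 and 0.00793 to 0.374 for the TRAMP and exosome genes with CX-5461 labelled 10 and 30 min, 0.00202 to 0.051 for the zinc finger genes in the direct comparison labelled 10 min, 0.0247 to 0.555 and 0.00793 to 0.153 for the immediate early genes in the direct comparison labelled 30 and 120 min, and 0.00899 to 0.0696 for the mitochondrial rRNA in the direct comparison labelled 120 min. Of the lists that did not pass, these passed when 1 library was left out, with the lowest and highest values: 0.0121 to 0.952 and 0.03 to 0.999 for the mitochondrial rRNA with RBI2 labelled 10 and 30 min, 0.00365 to 0.813 and 0.0002263 to 0.493 for the Pol I machinery with RBI2 labelled 10 and 120 min, 0.013 to 0.952 and 0.0186 to 0.76 for the zinc finger genes with RBI2 labelled 30 and 120 min, 0.0331 to 0.826 for the ribosomal proteins with CX-5461 labelled 30 min, 0.0247 to 0.876 and 0.0406 to 0.79 for the mitochondrial rRNA with CX-5461 labelled 30 and 120 min, 0.00617 to 0.427 and 0.0487 to 0.881 for the zinc finger genes with CX-5461 labelled 30 and 120 min, 0.0222 to 0.357 for the TRAMP and exosome genes with CX-5461 labelled 120 min, 0.0468 to 0.485 for the RNAs without a poly(A) tail in the direct comparison labelled 10 min. The others were 0.029 to 0.35 for the ribosomal proteins in the direct comparison labelled 30 min, 0.0274 to 0.211 for the TRAMP and exosome genes in the direct comparison labelled 30 min, and 0.0002646 to 0.956 for the Pol I machinery in the direct comparison labelled 120 min. The list results past the threshold that no left-out library moved across were the RNAs without a poly(A) tail, TRAMP and exosome genes in RBI2 labelled 120 min, the TRAMP and exosome genes in RBI2 labelled 30 min and in the direct comparison labelled 120 min, the histones and the RNAs without a poly(A) tail in the direct comparison labelled 120 min, the immediate early genes and Pol I machinery in CX-5461 and in the direct comparison labelled 10 min, and the zinc finger genes in CX-5461 labelled 10 min.

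Among the named genes and the remaining lists, the following lost or gained the threshold or moved. With only the 4 libraries of a comparison, 36 of the results of single genes lost it and 39 did not change. With the transcript length offset 18 lost it, with the GC content and length correction 6, with the replicate block 7, with the block and the correction together 8, with DESeq2 1, with DESeq2 without a filter by adjusted p 1 and with edgeR without a filter 1, and with no limit on the fold change 1 gained it. With the setting added after seeing the data 11 gained it and 6 lost it. Over all left-out libraries, 910 results of single genes did not change, 118 lost the threshold, 4 gained it and 18 moved. For the remaining lists 552 did not change, 47 gained it and 59 moved. The comparison over all times has no setting with only 4 libraries. With totals between 14112299 and 24849354 reads and 2 replicates per group, genes that filterByExpr left out for too few reads in too few libraries (minimum count 10) were not tested. The simulated fold changes that edgeR recovered bear only on kept genes with a mean above 5 CPM and changes past the limit.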

Differences from the paper's values

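The numbers of changed genes differ from the paper's for RBI2 labelled 10 and 30 min and for CX-5461 labelled 30 and 120 min, where the paper gives 418, 432, 221 and 498 genes and edgeR's quasi-likelihood test with adjusted p gave 12, 6, 0 and 7. Beside these, 284 and 280 are the paper's numbers for RBI2 labelled 120 min and CX-5461 labelled 10 min, where edgeR gave 280 and 253 by adjusted p, but 563 and 647 at an unadjusted p, and DESeq2 without a filter 469 and 564 at an unadjusted p, which lie beyond 1.5 times the paper's. DESeq2 with the same filter and limit gave 37, 28, 16 and 10 for the first 4 numbers, and edgeR at an unadjusted p gave 299, 341, 331 and 289. The paper's methods name an unadjusted p, and its legend of Figure 4 an adjusted one. Of the alternatives set before the data were examined, those within 1.5 times the paper's number were, for RBI2 labelled 10 min, the unadjusted p in edgeR (299), DESeq2 without a filter at an unadjusted p (284) and no filter on low counts (355). For RBI2 labelled 30 min they were the unadjusted p (341) and no filter (447), and for CX-5461 labelled 30 min the unadjusted p (331) and DESeq2 without a filter at an unadjusted p (260). For CX-5461 labelled 120 min it was leaving out control replicate 1. The numbers without a filter come from a fit in which some genes had far smaller p, so their closeness to the paper's says little. The setting chosen after seeing the values, DESeq2 on the 4 libraries of a comparison with a length offset, no filter and an unadjusted p, came within 1.5 times for RBI2 labelled 10 and 30 min (293 and 431) and CX-5461 labelled 30 min (273) and not for CX-5461 labelled 120 min (243), and how many of the genes that the paper called it drops cannot be counted, since the paper lists few of them. Every other alternative differs from these 4 numbers. All of these comparisons take the labels as given. Under the order of the labels that ranked 1, DESeq2 without a filter at an unadjusted p gave 287, 469 and 284 genes with RBI2. The paper's numbers for 10, 30 and 120 min are 418, 432 and 284. With CX-5461 it gave 260, 253 and 564, beside 280, 221 and 498 in the paper.

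The number of genes common to the 3 times of RBI2 is 84 in the paper and 0 by adjusted p in edgeR, with 5 by adjusted p in DESeq2. It was 84 at an unadjusted p in edgeR and 74 in DESeq2 without a filter at an unadjusted p, both set before the data were examined, and 82 in the setting chosen after seeing the values (DESeq2 on the 4 libraries of a comparison), for which the dropped genes cannot be counted either. Every other alternative differs, among them no filter (151), no limit on the fold change (3) and leaving out control replicate 1 (461).

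The paper's numbers of genes shared by RBI2 and CX-5461 are about 150, about 64 and about 110 for 10, 30 and 120 min in Fig. 4B, read by eye, and those by adjusted p in edgeR were 5, 0 and 4. DESeq2 gave 17, 1 and 4 by adjusted p, and an unadjusted p in edgeR 110, 121 and 91. Of the alternatives set before the data were examined, those that do not differ were, for 10 min, the unadjusted p (110), DESeq2 without a filter at an unadjusted p (105) and no filter (210), and for 120 min the unadjusted p (91) and DESeq2 without a filter at an unadjusted p (84). The setting chosen after seeing the values gave 120 for 10 min, which does not differ, and 147 and 61 for 30 and 120 min, which do, and the dropped genes cannot be counted. With the labels as given, no alternative reached the number of about 64 for 30 min in Fig. 4B within 1.5 times. Every other alternative differs for the other times too. The order of the labels that ranked 1 by the numbers of changed genes takes the label 120 min as 30 min. Under that order the numbers beside about 64 are 91 (unadjusted p) and 84 (DESeq2 without a filter at an unadjusted p). They are 61 in the setting chosen after seeing the values and 171 without a filter in edgeR.

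For the label 30 min the first principal component holds about 80% of the variance in Fig. 4C, read by eye, and 45.5% here. The alternatives that do not differ were leaving out CX-5461 replicate 1 (63.3%), CX-5461 replicate 2 (62.6%) or RBI2 replicate 2 (54%) of that label. Those that differ were the variance-stabilizing transformation (52.2%), all genes (44.8%), a prior count of 0.5 (44.1%), DESeq2's size factors (45.4%) and leaving out RBI2 replicate 1 (53%).

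The depth that the paper states is 25 M reads per sample, and the median total of assigned reads here is 16.31 M. The 2 are different quantities, since reads that aligned to the rDNA repeat or to no transcript are missing from the assigned reads, and the alternatives do not change either.

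Beyond these numbers, the paper states that the number of changed genes with RBI2 rises slightly and then falls to its smallest at the last time. By label it was 12, 6 and 280 by adjusted p and 299, 341 and 563 at an unadjusted p in edgeR, so that it was largest for the label 120 min. The paper states that the number with CX-5461 falls slightly and then rises to its largest at the last time, while by label it was 253, 0 and 7 by adjusted p and 647, 331 and 289 at an unadjusted p, so that it was largest for the label 10 min, and DESeq2 gave 261, 16 and 10. The paper places the largest difference between the compounds in the principal components at the middle time, whereas the distance between their means was 37.8, 33.9 and 43.2 for the labels 10, 30 and 120 min and largest for 120 min, also after the variance-stabilizing transformation (9.69, 9.52 and 19.3). The order of the labels that ranked 1 by the numbers of changed genes takes the label 120 min as 30 min. Under that order the largest distance falls at the time where the paper places it. In the setting chosen after seeing the values, the numbers of genes in that order were 431, 437 and 293 with RBI2. With CX-5461 they were 273, 243 and 502. Both courses are then those that the paper states. That the replicates part by compound at each time holds here as well.

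The paper lists PABPC1, which it writes as PABC1, and ATXN2 among the mRNAs that fall at all times of RBI2. Both fell here too (log2 fold changes of -0.52, -0.63 and -0.51 for PABPC1 and -0.66, -0.59 and -0.36 for ATXN2), but neither reached the limit on the fold change. The size of these falls rests on control replicate 2. Without it the log2 fold changes were -0.19, -0.29 and -0.17 for PABPC1 and -0.13, -0.04 and 0.18 for ATXN2. In the setting chosen after seeing the values both passed at an unadjusted p for all 3 labels (-1.03, -1.22 and -1.21 for PABPC1 and -1.12, -1.11 and -1.14 for ATXN2), and ATXN2 passed for the labels 10 and 30 min without control replicate 1.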

Other observations

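The tests of control replicate 2 in this part were chosen only after the results were seen, and those of the time labels, the shared control libraries and the random splits were planned.

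Control replicate 2 lay apart from the other libraries. Between the control replicates 1412 genes were over 2-fold apart, against at most 629 in any treated pair, and among the 10570 genes with a mean of at least 5 CPM the number was 424 against at most 54. The correlation of log2 CPM between the control replicates was 0.962, against 0.982 to 0.987 in the treated pairs, and their counts differed with a chi-square of 83.9 per degree of freedom, against 3.76 to 9.18. From the mean of the other libraries 1349 genes were over 2-fold apart in control replicate 2 and 387 in control replicate 1. Depth is not the cause, since 2 libraries had a lower total. Mitochondrial genes took 20.6% of its reads and its 10 most abundant genes 19.2%. After 30 mitochondrial and most abundant genes were left out, the number over 2-fold apart was again 1412 (at most 627 in a treated pair). These genes therefore do not make up that number. Since 30 genes are few beside 1412, this count does not tell whether their share of the reads in control replicate 2 affected its other genes. Its deviation from the other libraries followed GC content (Spearman coefficient -0.571), and after the correction for GC content and length 1084 genes remained over 2-fold apart (at most 627 in a treated pair), so such a trend may be a part of the cause and is not the whole of it. Degraded RNA, a different preparation of this library and cells in another state stay open, since the labels record none of these, and no biological explanation was tested.

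The 2 control libraries enter every comparison with a control, and a chance value in them would be called in all 6. At an unadjusted p, 27 genes were called in all 6 comparisons with one direction, against a mean of 3.6 (0 to 8) in simulated libraries without an effect, and of 17.7 (13 to 24) when lists as long as those found here were taken from them. Without control replicate 2, 4 of the 27 were called in all 6 again, among 25 genes in all, and without control replicate 1, 20 of the 27 among 400. In 26 of the 27 the value of control replicate 2 lay outside the range of the treated libraries, and in 13 that of control replicate 1 lay within it. The genes that differed between the compounds at any label were 2 of the 27. Values of the shared control libraries cannot be told apart from a response common to every treatment, since all 12 treated libraries are compared with the same 2 libraries and the simulation gave the control replicates no more spread than the model holds. The rise to 400 genes without control replicate 1, where a lone replicate 2 is assumed to vary like the treated pairs, shows how far that replicate lies from them.

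The hypothesis that the time labels were exchanged within a compound was tested by how close each order of the labels comes to the paper's 6 numbers of changed genes. With DESeq2 without a filter at an unadjusted p, as the paper's methods set the threshold, the labelled order ranked 31 among the 36 orders (summed distance 4.081). The order with rank 1 (1.139) takes the label 10 min as 120 min, 30 min as 10 min and 120 min as 30 min, for both compounds. The labelled order ranked 33 with edgeR at an unadjusted p and 29 with edgeR without a filter, and in the setting chosen after seeing the values it ranked 26, with a distance of 3.31 against 0.29, and the same shifted order had rank 1 in each of these. The fit without a filter also used an adjusted p, and some genes had far smaller p in it than in the reported fit. Under the other settings with an adjusted p the ranks say nothing, since most of the numbers then lie below the paper's in any order. Orders were also ranked by the genes shared between the compounds, read by eye from Fig. 4B. Among 6, the labelled order ranked 3 with DESeq2 without a filter at an unadjusted p. It ranked 4 with edgeR at an unadjusted p and 1 without a filter. The shifted order ranked 1 in each, with distances of 0.964 against 1.601, 0.809 against 1.623, and 2.854 for both. In the setting chosen after seeing the values the labelled order ranked 4 (2.347) and the shifted order 1 (0.222). In that setting the labels 10, 30 and 120 min had 293, 431 and 437 genes with RBI2. The shifted order sets these beside the paper's 284, 418 and 432. With CX-5461 it sets 502, 273 and 243 beside 498, 280 and 221. For the shared genes it sets 120, 147 and 61 beside about 110, 150 and 64. The largest distance in the principal components was under the label 120 min, which the shifted order takes as 30 min, where the paper places it. A bound on the decay of mRNA bears on the same point. For CCN1, MYC and KLF6 to fall as they did in CX-5461 labelled 10 min with no new synthesis, their half-lives would be at most 3.47, 4.06 and 5 min if the label is right, and 41.7, 48.7 and 60.1 min if the cells were treated for 120 min. The mean CPM of MIR222HG with CX-5461 was 3.4, 13.4 and 10.1 for the labels 10, 30 and 120 min, and 28.8 in the control. These values are consistent with an exchange of the labels, in the deposited data or in the paper's figure, but the paper's numbers also depend on a threshold that it states in 2 ways. No label was changed, and no statement here about a time goes beyond the label.

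Over all times 149 genes differed between RBI2 and CX-5461 by edgeR's quasi-likelihood test with adjusted p. Of 100 splits of the 12 treated libraries into groups of 6, out of 462 possible, the real one included and the others drawn at random, 1 gave as many, the real one, and the largest other split gave 1 gene. By this count chance can be excluded for libraries taken singly, but the other splits mix the compounds, which adds to their spread, and part the replicates of a group. Only 4 splits keep the groups whole and swap the compounds within a label, too few to exclude chance among groups. The number was 72 without CX-5461 labelled 120 min replicate 1, 73 without RBI2 labelled 10 min replicate 2, and 88 and 97 without RBI2 labelled 120 min replicate 1 and replicate 2.

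In the direct comparison the immediate early genes had a median of 0.06 for the label 30 min and 0.08 for the label 120 min, with 11 of 18 genes higher with RBI2 in both and none past the threshold (adjusted p of fry = 0.022 and 0.0154). Leaving out single libraries moved these to between 0.0247 and 0.555 and between 0.00793 and 0.153. After the correction for GC content and length they were 0.172 and 0.843, and with camera and an estimated correlation 0.318 and 0.422. Of the 23 symbols of nuclear-encoded rRNA 3 matched the annotation, and these genes held at most 0.0003% of the reads of any library.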
